# Niche derived netrin-1 regulates hematopoietic stem cell dormancy via its receptor neogenin-1

**DOI:** 10.1038/s41467-020-20801-0

**Published:** 2021-01-27

**Authors:** Simon Renders, Arthur Flohr Svendsen, Jasper Panten, Nicolas Rama, Maria Maryanovich, Pia Sommerkamp, Luisa Ladel, Anna Rita Redavid, Benjamin Gibert, Seka Lazare, Benjamin Ducarouge, Katharina Schönberger, Andreas Narr, Manon Tourbez, Bertien Dethmers-Ausema, Erik Zwart, Agnes Hotz-Wagenblatt, Dachuan Zhang, Claudia Korn, Petra Zeisberger, Adriana Przybylla, Markus Sohn, Simon Mendez-Ferrer, Mathias Heikenwälder, Maik Brune, Daniel Klimmeck, Leonid Bystrykh, Paul S. Frenette, Patrick Mehlen, Gerald de Haan, Nina Cabezas-Wallscheid, Andreas Trumpp

**Keywords:** Ageing, Haematopoietic stem cells, Self-renewal, Stem-cell niche

## Abstract

Haematopoietic stem cells (HSCs) are characterized by their self-renewal potential associated to dormancy. Here we identify the cell surface receptor neogenin-1 as specifically expressed in dormant HSCs. Loss of neogenin-1 initially leads to increased HSC expansion but subsequently to loss of self-renewal and premature exhaustion in vivo. Its ligand netrin-1 induces *Egr1* expression and maintains quiescence and function of cultured HSCs in a Neo1 dependent manner. Produced by arteriolar endothelial and periarteriolar stromal cells, conditional netrin-1 deletion in the bone marrow niche reduces HSC numbers, quiescence and self-renewal, while overexpression increases quiescence in vivo. Ageing associated bone marrow remodelling leads to the decline of netrin-1 expression in niches and a compensatory but reversible upregulation of neogenin-1 on HSCs. Our study suggests that niche produced netrin-1 preserves HSC quiescence and self-renewal via neogenin-1 function. Decline of netrin-1 production during ageing leads to the gradual decrease of Neo1 mediated HSC self-renewal.

## Abstract (web summary)

Haematopoietic stem cells (HSCs) are characterized by their self-renewal potential and associated dormancy. Here the authors show that niche produced netrin-1 preserves HSC quiescence and self-renewal via neogenin-1, and that decline of netrin-1 production during ageing leads to decreased Neo1 mediated HSC self-renewal.

## Introduction

Haematopoietic stem cells (HSCs) are highly quiescent and give rise to cycling multipotent progenitors (MPPs), which are in turn responsible for maintaining steady-state hematopoiesis^1–5^. Upon transplantation, HSCs harbour multilineage and serial long-term engraftment potential^6–9^. The CD34^−^ HSC compartment is heterogeneous and consists of both dormant HSCs (dHSCs) and active HSCs (aHSCs) with dHSCs showing superior serial engraftment potential^10,11^. dHSCs can be identified via label retention approaches^10–13^ or by employing *Gprc5c-GFP* reporter mice^11^. All dHSCs reside in a transcriptionally and metabolically rather inactive state and rest in the G_0_ cell cycle phase.

Upon ageing the number of immunophenotypic HSCs increases, but their self-renewal capability diminishes and a myeloid differentiation bias emerges^14–19^. Various HSC intrinsic hallmarks of ageing, such as the disruption of cellular polarity, and epigenetic instability have been identified^20–22^. Concomitantly, it has become clear that the bone marrow (BM) microenvironment undergoes remodelling upon ageing and contributes to functional decline of HSCs^23–25^. Still, the crosstalk between extrinsic niche-derived and HSC intrinsic factors mediating stem cell maintenance and quiescence, particularly in the context of ageing, remains elusive^26,27^. Based on this, we hypothesize that changes in interactions maintaining quiescence in young BM may contribute to the functional decline of HSCs.

A number of cell surface receptors, activated by niche-derived ligands such as THPO-MPL, DARC-CD82, or Histamine-H2R, have been described to directly modulate HSC behaviour^28–31^. Interestingly, some of these, including CXCR4-CXCL12 (C-X-C chemokine receptor type 4/C-X-C motif chemokine 12) and SCF-c-Kit (stem cell factor/c-Kit), also seems to play a key role during neural development^32,33^. Neogenin-1 (Neo1), a cell surface receptor first identified as a regulator of axon guidance, has been implicated in a wide variety of functions ranging from cell migration and survival to angiogenesis^34^. Its role has recently also been studied in the innate and adaptive immune systems^35–37^. It shares almost 50% amino acid homology with DCC (deleted in colorectal cancer)^38,39^. The extracellular domain of Neo1 has been described to bind members of both the “repulsive guidance molecule” (RGM-a–c) and netrin (Ntn) families^34,39^. Neo1 can modulate cytoskeletal activities and can function as a co-receptor for bone morphogenetic proteins (BMPs)^40,41^. However, the functional role of Neo1 or its ligands such as Ntn1 in HSC biology remains uncertain^1,42^. Here, we identify Ntn1–Neo1 signalling as an important regulator of HSC quiescence.

## Results

### Neo1 is specifically expressed in the most quiescent HSCs

*Neo1* expression in HSCs has previously been reported by us and others^1,42–44^. To further characterize *Neo1* expression within the hematopoietic stem and progenitor cell (HSPC) compartment, we isolated various HSPC populations (Fig. 1a and Figure S1a) and found *Neo1* to be exclusively expressed in HSCs (Fig. 1b). This HSC-specific expression pattern of NEO1 was also apparent at the protein level (Fig. 1c and Figure S1b). NEO1 levels in HSCs were heterogeneous as ~20% of HSCs expressed particularly high levels on the surface (Fig. 1c). Next, we studied whether this subset of NEO1 high-expressing HSCs corresponds to HSCs (dHSCs) by conducting label-retaining assays using *SCL-tTA;H2B-GFP* mice^10^ (Figure S1c). After 150 days of doxycycline chase, we found *Neo1* transcripts and protein to be expressed at higher levels in dHSCs compared to aHSCs and MPP1s, suggesting that *Neo1* is associated with dormancy (Fig. 1d, e). As expected, dHSCs specifically expressed the dHSC marker *Gprc5c*^11^ (Figure S1d). To independently validate increased *Neo1* expression in dHSCs, we employed *Gprc5c-GFP* reporter mice and isolated dormant GFP^pos^ and active GFP^neg^ HSCs (Figure S1e). In agreement, we found higher Neo1 RNA and protein levels in Gprc5c-GFP^pos^ vs. Gprc5c-GFP^neg^ HSCs (Figure S1f, g). As HSCs are a highly quiescent population during steady state, we next addressed whether *Neo1* levels not only rapidly diminished during hematopoietic differentiation, but also upon HSC activation. Therefore, we treated mice with either poly-I:C (pIC) mimicking viral, or lipopolysaccharide (LPS) mimicking bacterial infection^45,46^. HSCs showed a robust, reversible loss of *Neo1* expression in response to either stimulus (Fig. 1f, g). Collectively, these data strongly link *Neo1* expression to dormancy in HSCs.

**Fig. 1:**
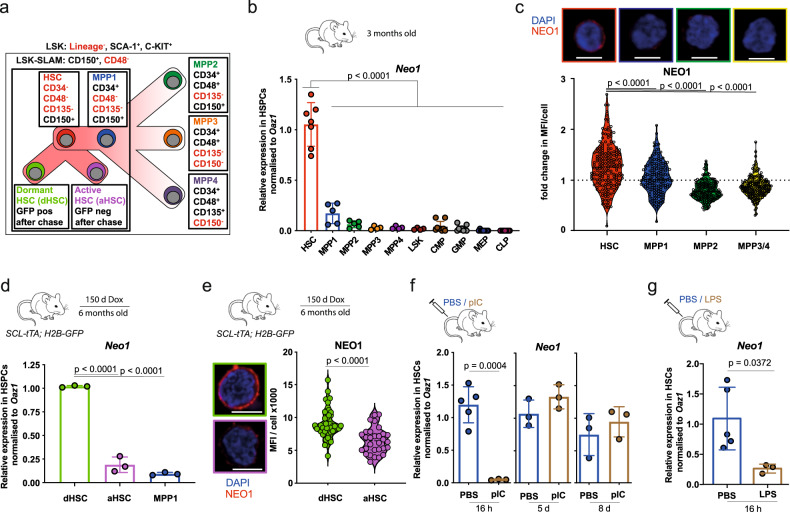
Neo1 is specifically expressed HSC and associated with quiescence. **a** Overview of hematopoietic stem and progenitor cells (HSPCs) and their immunophenotypes. **b** Relative expression of *Neo1* in HSPCs from 3-month-old mice; *n* = 4–7 (HSC-MPPs) and 9 (CMP/MEP/GMP), two independent experiments. **c** MFI of NEO1 in HSPCs from 3-month-old mice; *n* = 90 (MPP2), 118 (MPP34), 126 (MPP1) and 145 (HSC), two independent experiments. **d** Relative expression of *Neo1* in dHSC and aHSC from *SCL-tTA; H2B-GFP* mice, chase for 5 months; *n* = 3. **e** MFI of NEO1 in dHSCs and aHSCs from *SCL-tTA; H2B-GFP* mice, chase for 5 months; *n* = 30 (aHSC)–47 (dHSC). **f** Relative expression of *Neo1* in HSCs, 16 h, 5 and 7 days after PBS or poly-I:C injections; *n* = 3–5 (PBS16h). **g** Relative expression of *Neo1* in HSCs, 16 h after PBS or LPS injections; *n* = 3 (LPS)–5 (PBS). For all panels, ±SD is shown. *n* indicates biological replicates. Scale bars in IF images are 5 μm. *P* value was determined by two-tailed *t* test. Source data are provided as a Source Data file.

### *Neo1*-mutant mice reveal a competitive advantage upon transplantation

Considering the HSC-specific expression pattern of *Neo1*, we set out to study the function of Neo1 in the hematopoietic system. Unfortunately, in our hands, no commercial antibody allowed the robust and reproducible isolation of viable Neo1^+^ cells by flow cytometry when using *Neo1*-mutant cells as controls^42^. Thus, we employed a *Neo1* gene-trapped mouse model to genetically address the functional role of Neo1 in HSC biology (*Neo1*^*gt/gt*^)^38,47,48^. Although *Neo1* expression in the BM of mutant mice was diminished by >90% (Fig. 2a), the hematopoietic compartment did not exhibit altered HSPC or mature cell frequencies in 5–6-week-old animals (Figure S1h). To analyse *Neo1*-deficient hematopoiesis, we performed reconstitution analysis with BM cells derived from 5- to 6-week-old *Neo1*-mutant animals (Fig. 2b). First, we non-competitively transplanted total BM derived from *Neo1*-mutant or control littermates (CD45.2) into CD45.1 recipients and assessed HSC numbers 4 months after primary or secondary transplantation (Fig. 2c). We observed that the frequency of HSCs, while similar at 4 months after transplantation, increased in *Neo1*-mutant chimeras upon secondary transplantation. To further investigate this expansion of HSCs, we performed competitive transplantations of *Neo1*-mutant or control BM cells (Fig. 2d). We found that *Neo1*-mutant BM cells showed a competitive advantage compared to control counterparts as evident by peripheral blood leucocyte contribution in secondary recipients and in BM HSC contribution in primary and secondary transplantations (Fig. 2e, f). As HSC frequencies in both transplantation assays increased over time, we also investigated primary chimeras 8 months after transplantation and again found an increase in HSC numbers in *Neo1*-mutant chimeras (Fig. 2g, h). We observed no difference in HSC homing (Fig. 2i, j), suggesting that self-renewal and output of *Neo1*-mutant HSCs are altered.

**Fig. 2:**
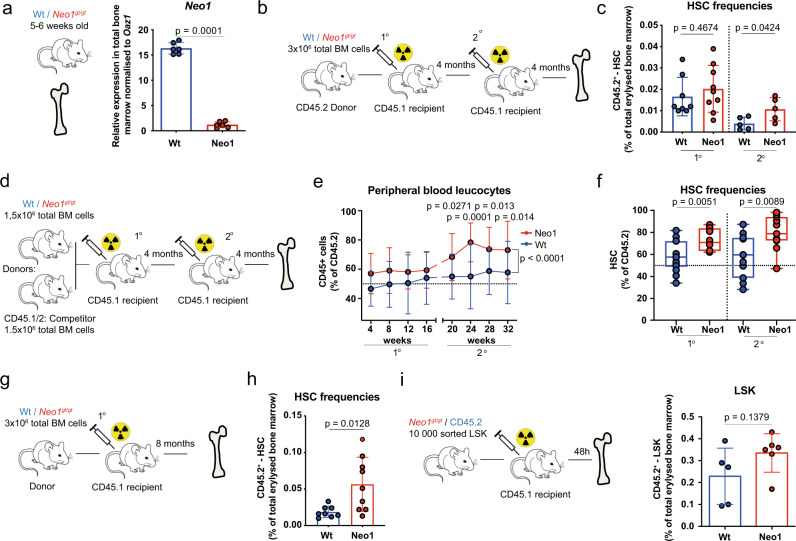
Mutant Neo1 causes an initial HSC expansion. **a** Relative expression of *Neo1* in the total bone marrow of Wt and *Neo1*^*gt/gt*^ mice; *n* = 6, three independent experiments. **b** Workflow: generation of full chimeras. **c** Absolute frequencies of bone marrow CD45.2^+^ HSCs in full Wt and *Neo1*^*gt/gt*^ chimeras 4 months after first and second transplantation; *n* = 5 (2nd Tx)–8 (Ctrl 1st Tx) and 9 (Neo1 1st TX), two independent experiments. **d** Workflow: competitive transplantations. **e** Peripheral blood CD45.2^+^ chimerism during 1° and 2° competitive transplantations of Wt and *Neo1*^*gt/gt*^ bone marrow; *n* = 13–17 (for exact *n*/timepoint please see Source data file), three independent experiments, Analysis with two-way ANOVA, multiple comparison with LSD Fisher’s test. **f** CD45.2^+^ chimerism of HSCs at endpoints of 1° and 2° competitive transplantations of Wt and *Neo1*^*gt//gt*^ bone marrow; *n* = 11 (2nd TX), 12 (Ctrl 1st Tx), 14(Neo1 1st TX), three independent experiments. Whiskers are min–max, box is 25–75th percentile and line is mean. **g** Workflow: full chimeras studied in (**h**). **h** Absolute frequencies of bone marrow CD45.2^+^ HSCs in full Wt and *Neo1*^*gt//gt*^ chimeras after 8 months; *n* = 8 (Ctrl)–9 (Neo1), three independent experiments. **i** Workflow: Homing assay in (**j**). **j** Absolute frequencies of CD45.2^+^ bone marrow LSK cells 48 h after transplantation of 10,000 sorted Wt and *Neo1*^*gt//gt*^ LSK; *n* = 5 (Ctrl)–6 (Neo1). For all panels, ±SD is shown. *n* indicates biological replicates. *P* value was determined by two-tailed *t* test unless stated otherwise. Source data are provided as a Source Data file.

### Aged *Neo1*-mutant HSCs display features of premature exhaustion

Next, we addressed whether the HSC expansion observed in *Neo1*-mutant chimeras would lead to malignant transformation or HSC exhaustion over time (Fig. 3a). Interestingly, 15 months after the generation of primary chimeras, the initial expansion of the *Neo1*-mutant HSC pool reverted and both HSC and MPP1 frequencies decreased (Fig. 3b). When we compared absolute blood counts in aged *Neo1*-mutant chimeras to controls, we found reduced absolute lymphocyte and neutrophil counts, as well as reduced haemoglobin levels indicative of hematopoietic malfunction (Fig. 3c). As expected, chimeras displayed increased myeloid differentiation upon ageing, and this effect was exacerbated in *Neo1*-mutant chimeras over time (Fig. 3d). To address whether this decline in mature cell output was caused by an HSC defect, we re-transplanted 100 CD45.2^+^ HSCs derived from either aged *Neo1*-mutant or control chimeras (Fig. 3e). Four months after transplantation, *Neo1*-mutant HSCs had generated significantly less progeny then controls (Fig. 3f). To validate functional exhaustion, we re-transplanted BM of aged chimeras into secondary and tertiary recipients (Fig. 3g). In these mice, aged *Neo1*-mutant BM exhibited a pronounced failure to engraft and depletion of HSCs and all MPP populations was observed, suggesting that the original *Neo1*-mutant HSCs from the aged chimeras had a decreased self-renewal potential (Fig. 3h, i). Meanwhile, we observed no increase in malignancies arising in *Neo1*-mutant chimeras. Next, we analysed cell cycle behaviour of *Neo1*-mutant HSCs. We found less HSCs residing in the G0 phase in 4–5-week-old *Neo1*-mutant mice compared to their control littermates (Figure S1i). This decrease in G0-HSCs was also apparent in full chimeras both 4 and 8 months after transplantation (Fig. 3j, k and Figure S1j) and *Neo1*-mutant HSCs expressed higher levels of the cell cycle activation marker CDK6. In addition, increased incorporation of bromodeoxyuridine (BrdU) above the expected injection-induced activation was observed in *Neo1*-mutant HSCs (Fig. 3l, m and Figure S1k). Altogether, *Neo1*-mutant HSCs harbour diminished long-term repopulation potential, associated with a loss of quiescence and increased proliferation.

**Fig. 3:**
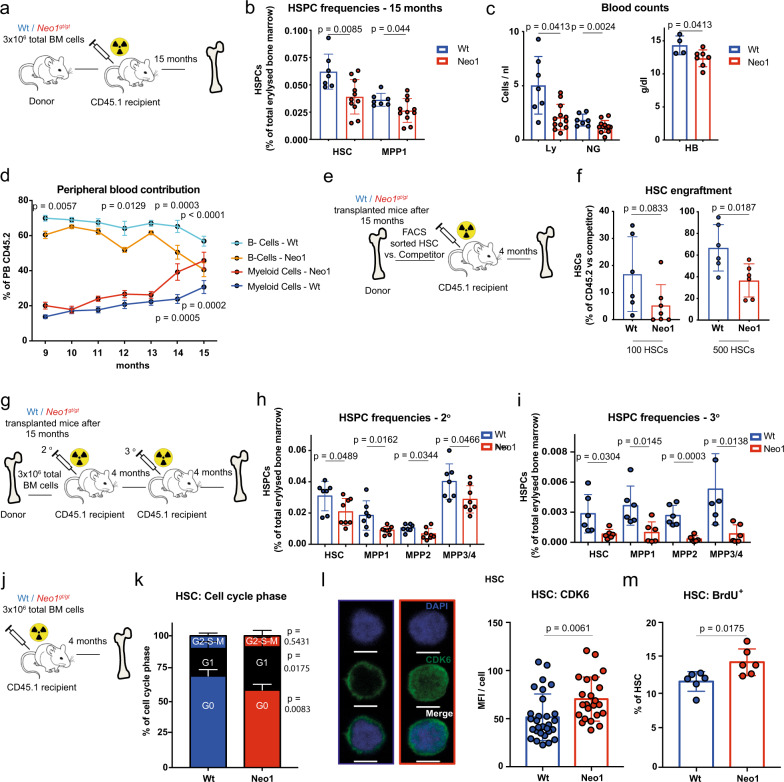
Mutant Neo1 causes premature HSC exhaustion. **a** Workflow: aged chimeras, analysed in (**b**–**d**). **b** Absolute frequencies of bone marrow CD45.2^+^ HSPCs in full Wt and *Neo1*^*gt//gt*^ chimeras after 15 months; *n* = 7 (Ctrl)–11 (Neo1), two independent experiments. **c** Absolute blood counts of full Wt and *Neo1*^*gt//gt*^ chimeras after 15 months; *n* = 7 (Ctrl)–11 (Neo1), two independent experiments, for HB: 4 (Ctrl)–7 (Neo1). **d** Frequencies of B cells and myeloid cells of C45.2^+^ cells in peripheral blood of Wt and *Neo1*^*gt//gt*^ chimeras after 15 months; *n* = 5–13 (for exact *n*/timepoint please see Source data file), two independent experiments. Analysis with two-way-ANOVA, multiple comparisons with LSD Fisher’s test. **e** Workflow: assessment of HSC potency derived from 15 months (aged) chimeras. **f** Frequency of CD45.2^+^ vs. competitor HSCs 16 weeks transplantation of 100 or 500 HSCs from of aged Wt and *Neo1*^*gt//gt*^ chimeras; *n* = 6 (Ctrl + 500 HSC Neo1)–7(100 HSC, Neo1), two independent experiments. **g** Workflow: secondary and tertiary transplantations of 15 months (aged) chimeras. **h** Absolute frequencies of bone marrow CD45.2^+^ HSPCs in 2° transplantations of aged Wt and *Neo1*^*gt//gt*^ chimeras after 4 months; *n* = 7 (Ctrl)–8 (Neo1), two independent experiments. **i** Absolute frequencies of bone marrow CD45.2^+^ HSPCs in 3° transplantations of aged Wt and *Neo1*^*gt//gt*^ chimeras after 4 months; *n* = 6, two independent experiments. **j** Workflow: generation of full chimeras used in (**k**–**m**). **k** Cell cycle phase of CD45.2^+^ HSCs derived from Wt and *Neo1*^*gt//gt*^ chimeras after 4 months; *n* = 4 (Ctrl)–6 (Neo1), two independent experiments. **l** MFI of CDK6 in CD45.2^+^ HSC derived from Wt and *Neo1*^*gt//gt*^ chimeras after 4 months; *n* = 23 (Neo1)–29 (Ctrl). **m** Frequency of BrdU^+^ CD45.2^+^ HSC derived from Wt and *Neo1*^*gt//gt*^ chimeras after 4 months, 48 h post BrdU injection; *n* = 6, two independent experiments. For all panels, ±SD is shown. *n* indicates biological replicates. *P* value was determined by two-tailed *t* test unless stated otherwise. Scale bars in IF images are 5 μm. Source data are provided as a Source Data file.

### Molecular signatures of activation and HSC dysfunction are enriched in *Neo1-*mutant HSCs

To understand the molecular basis for the disruption of long-term self-renewal caused by loss of Neo1, we performed RNA-sequencing (RNA-seq) analysis of *Neo1*^*gt/gt*^ and wild-type (Wt) CD45.2^+^ HSCs 4 months (expanding *Neo1*-mutant HSCs) and 15 months (exhausted *Neo1*-mutant HSCs) after transplantation (Fig. 4a and Figure S2a). The principal component analysis showed the main mode of transcriptional variation to be attributable to age. The molecular consequences of mutant *Neo1* were recapitulated by PC-2 and the difference increased upon ageing (Fig. 4a and Figure S2b). As expected, *Neo1* expression itself was diminished in *Neo1*-mutant HSCs, but interestingly strongly upregulated in aged compared to young Wt HSCs (Figure S2c). Analysis of shared functional differences between young and old *Neo1*-mutant HSCs compared to controls using Gene Set Enrichment Analysis (GSEA), we revealed cell cycle-associated gene sets like *Hallmark(HM)_Mitotic_Spindle* and *HM_G2M_Checkpoint to be* enriched in *Neo1* mutants (Fig. 4b) validating the functional data. This pattern of increased activation in *Neo1*-mutant HSCs was also observed employing HSC-specific cell cycle signatures^49^ (Fig. 4b). In line with these data, the signature for *aHSCs* was enriched in *Neo1*-mutant HSCs, in turn the signature for *dHSCs* was enriched in Wt HSCs^11^ (Fig. 4b). Reflecting the observed functional deficits of *Neo1*-mutant HSCs, the *MoIO*^50^ signature associated with superior HSC function was overrepresented in Wt HSCs, while the *NoMO* signature^50^, enriching for less quiescent, functionally inferior HSCs were enriched in *Neo1*-mutant HSCs (Fig. 4b). Analysis of differentially expressed genes (DEGs) identified genes associated with differentiation such as *Itga2b* and *Gata1*^50–52^, as well as cell cycle regulators such as *Cdk6*^53^ (Fig. 4c and Figure S2f) or *Mki67* (Figure S2d) to be upregulated in *Neo1*-mutant HSCs. In contrast, genes known to regulate HSC self-renewal or quiescence, such as *Egr1*^54,55^, *Zfp36*^56^ and c-*Fos*^57^ were downregulated (Fig. 4c and Figure S2f). Interestingly, Cdk6 has been shown to suppress *Egr1* expression during HSC activation, which was suggested to promote HSC quiescence based on genetic data and thus is a likely downstream target of Neo1^54^. No other Ntn1 receptors were differentially expressed (Figure S2e). Therefore, the molecular data support the functional findings by revealing footprints of both loss of quiescence and diminished expression of HSC self-renewal related genes in *Neo1*-mutant HSCs. In addition, we found that HSC ageing signatures^20^ were enriched in *Neo1*-mutant HSCs reflecting the observed functional decline (Fig. 4d). In line, *Klf6*, which has been proposed to maintain features of young HSCs in human, was downregulated in *Neo1*-mutant HSCs^58^ (Fig. 4e and Figure S2f). Finally, we report gene sets associated with nuclear factor-κB (NF-κB) signalling, as well as signalling of the NEO1 ligand netrin-1 (Ntn1) to be depleted in *Neo1*-mutant HSCs, suggesting that these signalling pathways may be downstream of NEO1 activation (Fig. 4f).

**Fig. 4:**
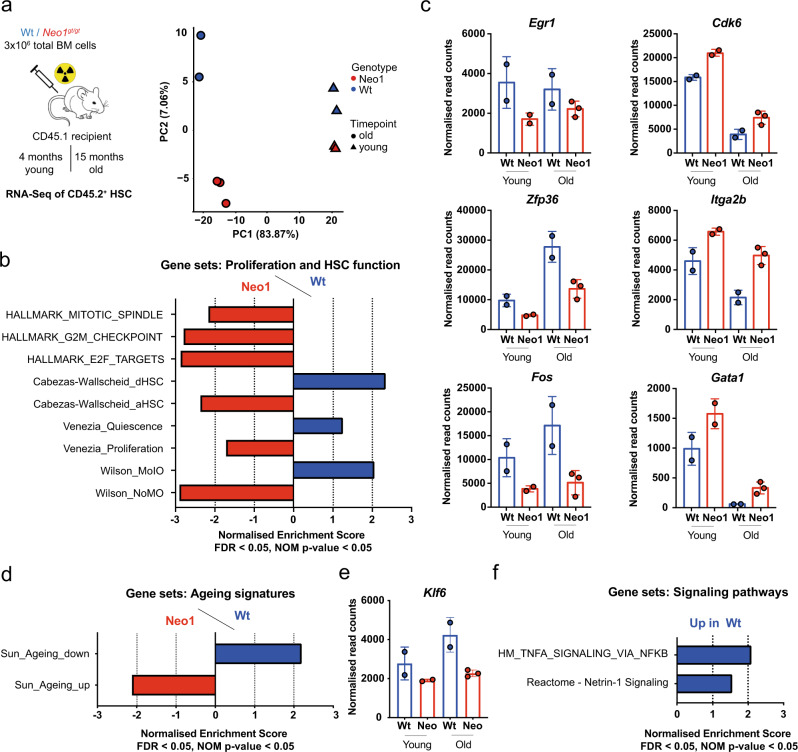
Neo1-mutant HSCs reveal a loss of quiescence and potency signatures. **a**, Left: workflow for RNA-seq of CD45.2^+^ HSCs from Wt and *Neo1*^*gt//gt*^ chimeras after 4 and 15 months. Right: sparse PCA; *n* = 2 (WT old/young, Neo1 young)–3 (Neo1 old). **b** GSEA for cell cycle and HSC potency of Wt vs. *Neo1*^*gt//gt*^ HSCs. FDR < 0.05, NOM *p* value <0.05. **c** Normalized read counts of DEG in HSCs from young and old Wt and *Neo1*^*gt//gt*^ chimeras, *n* = 4 (Ctrl)–5 (Neo1). **d** GSEA for HSC ageing signatures in Wt vs. *Neo1*^*gt//gt*^ HSCs. FDR < 0.05, NOM *p* value <0.05. **e** Normalized read counts of *Klf6* in HSCs from young and old Wt and *Neo1*^*gt//gt*^ chimeras, *n* = 4 (Ctrl)–5 (Neo1). **f** GSEA for signalling pathways in Wt vs. *Neo1*^*gt//gt*^ HSCs. FDR < 0.05, NOM *p* value <0.05^.^ For all panels, ±SD is shown. *n* indicates biological replicates. Scale bars in IF images are 4 μm. *P* value was determined by two-tailed *t* test unless stated otherwise. Source data are provided as a Source Data file.

Interestingly, when we tested enrichment for the *Reactome_Netrin-1_Signalling* gene set on RNA-seq data of a recent study of HSPC^1^, it was enriched in HSCs compared to all MPP populations, suggesting that Ntn1 signalling is physiologically active in homeostatic HSCs (Figure S2g). In summary, we discover molecular features of both loss of quiescence and loss of self-renewal in *Neo*1-mutant HSCs, paralleling functional results.

### NTN1 maintains HSC engraftment potential and quiescence via NEO1 signalling

Next, we assessed whether the NEO1 ligands NTN1, RGM-a and RGM-b alone or in combination with their co-ligand BMP-2 were able to affect HSC behaviour. Because neither *RGM*s and *Ntn1* nor additional Ntn1 receptors were expressed in HSCs (Figure S2h)^1^, we sorted and cultured HSCs in the presence of NTN1, RGM-A and RGM-B with or without BMP-2 (Fig. 5a). To assess active NEO1 signalling, we monitored *Egr1* expression, which was downregulated in *Neo1*-mutant HSCs (Fig. 5b). After 48 h of stimulation, only NTN1, but none of the other ligands, induced expression of *Egr1* (Fig. 5b). This induction was absent in *Neo1*-mutant HSCs (Fig. 5b). In addition, we detected a Neo1-dependent decrease in G2–S–M and an increase in G0-phase HSCs as well as diminished CDK6 protein levels (Fig. 5c, d), paralleling the data from *Neo1*-mutant HSCs in vivo (Fig. 4c, g). We further confirmed the induction of quiescence by NTN1 with HSCs isolated from *FUCCI*^59^ and *c-Myc*-*GFP* mice^60^ reporter mice (Figure S2i, j). Gene sets associated with NF-κB signalling were downregulated in *Neo1*-mutant HSCs. Since NF-κB is essential for HSC maintenance and known to protect HSCs from premature differentiation upon stress^61^, we hypothesized that NTN1 may induce NF-κB signalling. To test this hypothesis, we isolated HSCs from *p65-GFP* mice, cultured them +/− NTN1 or +/− the p65 nuclear translocation inhibitor JSH-23 (Fig. 5e). We observed increased nuclear p65 levels upon NTN1 treatment, which was blocked by JSH-23 (Fig. 5e), suggesting that NTN1 maintains the canonical NF-κB pathway. We next assessed whether in vitro NTN1 stimulation translates into improved HSC engraftment in vivo. For this purpose, we stimulated 500 HSCs derived from either CD45.2 or CD45.1/2 mice with or without Ntn1 for 48 h, mixed treated with untreated congenically distinct HSCs and transplanted them into lethally irradiated recipients (Fig. 5f). Four months after transplantation, we found increased engraftment of HSCs cultured with NTN1 in the BM, independent of genotype (Fig. 5g). This showed that ex vivo treatment with NTN1 robustly improved the in vivo function of cultured HSCs. This effect of NTN1 was dependent on the presence of NEO1 since it was absent in *Neo1*-mutant HSCs (Figure S2k). Collectively, these data suggest that the NTN1–NEO1 axis preserves NF-κB activity, quiescence and in vivo function of cultured HSCs.

**Fig. 5:**
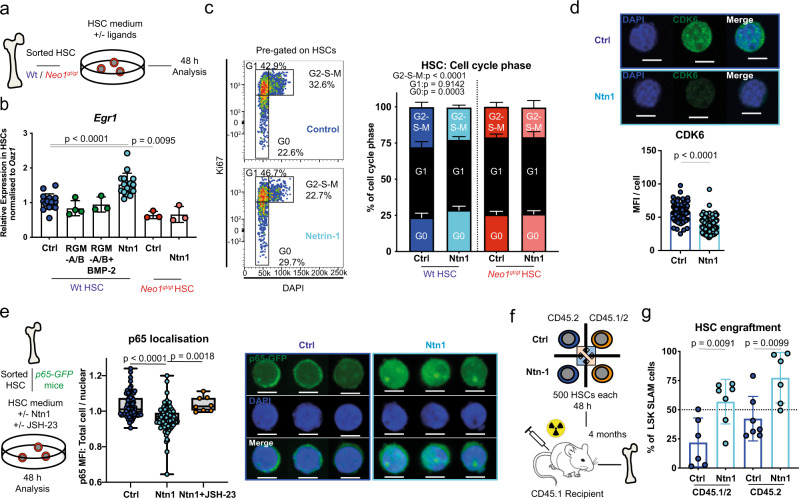
Ntn1 preserves HSC quiescence and engraftment potential in vitro via Neo1. **a** Workflow: In vitro stimulation of sorted HSCs used in (**b**–**d**), analysis after 48 h. **b** Relative expression of *Egr1* in Wt HSCs; *n* = 3 (other), 4 (RGM-a + b), 16 (Ctrl/Neo1), for ctrl/Ntn1, four independent experiments. **c** Representative cell cycle plots pre-gated on HSCs and quantification with or without Ntn1 treatment; *n* = 3 (Neo1), 11 (Wt-Ctrl), 12 (Wt-Ntn1), three independent experiments for ctrl HSC. **d** MFI of CDK6 in Wt HSCs 48 h after Ntn1 treatment, quantification of MFI per cell; *n* = 114 (Ctrl) and 134 (Ntn1). **e** Workflow: representative images and quantification of total cell/nuclear MFI of p65-GFP HSC 48 h after treatment with Ntn1 or Ntn1 + JSH-23; *n* = 8 (JSH-23), 78 (Ctrl), 91 (Ntn1), two independent experiments. **f** Workflow: competitive transplantation of Ntn1 stimulated CD45.2 and CD45.1/2 HSCs. **g** Chimerism of bone marrow LSK-SLAM cells 4 months after competitive transplantation of Control vs. Ntn1-treated HSCs; *n* = 6 (CD45.1/2), 7 (CD45.2), two independent experiments. For all panels, ±SD is shown. *n* indicates biological replicates. Scale bars in IF images are 4 μm. *P* value was determined by two-tailed *t* test unless stated otherwise. Source data are provided as a Source Data file.

### Conditional *Ntn1* deletion depletes HSCs and leads to activation and differentiation in vivo

Next, we addressed the role of Ntn1 in hematopoiesis in vivo. Mice homozygous for an Ntn1-null allele (*Ntn1*^*β-geo/*^^*β*^^*-geo*^) die perinatally due to defects in cerebral development^62^ and heterozygous mice display no hematopoietic phenotype (Figure S3a). Therefore, we generated *CAGGS:Cre*^*ERT2*^; *Ntn1*^*flox/flox*^ mice^63,64^, which allows tamoxifen (Tam)-inducible ubiquitous deletion of *Ntn1* (Figure S3h). We induced deletion of *Ntn1* at 6 weeks after birth (*Ntn1*^*ΔCAGGSCre/ΔCAGGSCre*^) and analysed mice 8 weeks later (Fig. 6a). *Ntn1* deletion caused an increase in the relative frequencies of myeloid cells, especially neutrophils in both peripheral blood and BM (Figure S3b–d). Strikingly, the frequency of HSCs in *Ntn1*^*ΔCAGGSCre/ΔCAGGSCre*^ BM was significantly reduced, while simultaneously the frequency of both MPP2 and MPP3/4 cells expanded (Fig. 6b, c and Figure S3e, f). In response to the induced *Ntn1* deletion, HSCs entered a more proliferative, less quiescent state, represented by an increase of HSCs in G2–S–M and a reduction in G0 (Fig. 6d). After *Ntn1* deletion, HSCs also expressed reduced levels of *Egr1*, while expression of *Cdk6*, as well as the differentiation associated genes *Gata1* and *Itga2b* increased (Fig. 6e). Finally, *Neo1* expression was upregulated in *Ntn1*^*ΔCAGGSCre/ΔCAGGSCre*^ HSCs, suggesting a compensatory upregulation in response to the absence of its ligand (Fig. 6e).

**Fig. 6:**
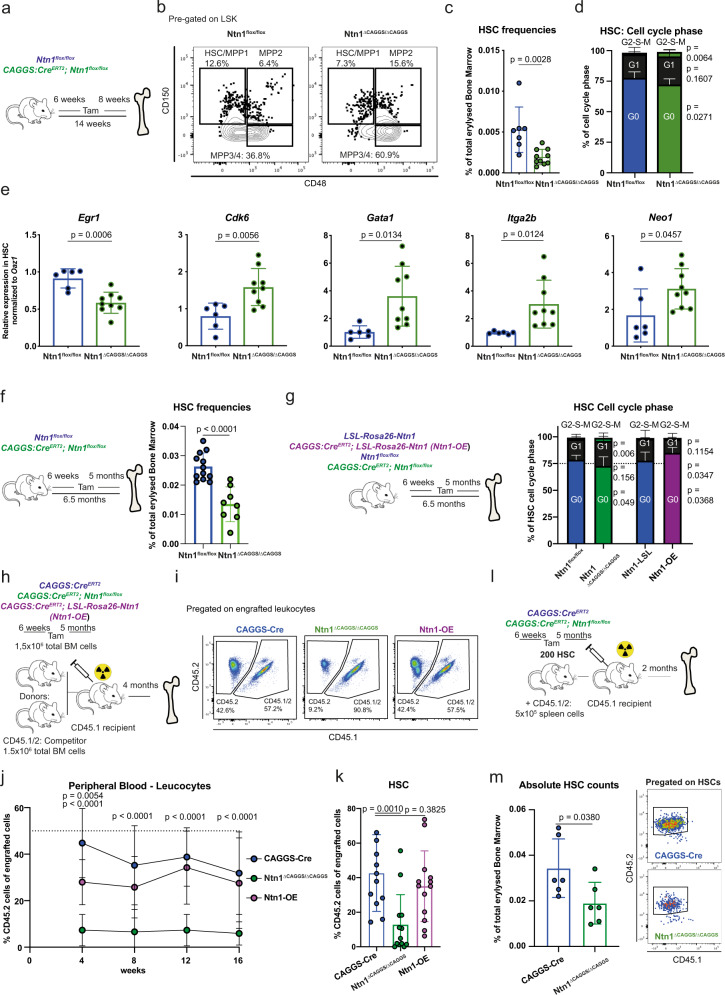
In vivo *Ntn*1 deletion depletes HSC and Ntn1 overexpression increases HSC quiescence. **a** Workflow: analysis of *Ntn1*^*flox/flox*^ and *CAGGS:Cre*^*ERT2*^*; Ntn1*^*flox/flox*^ mice 8 weeks after Cre induction for (**b**–**e**). **b** Representative flow cytometry plots of the LSK population of *Ntn1*^*flox/flox*^ and *Ntn1*^*ΔCAGGS/ΔCAGGS*^ mice. **c** Frequencies of bone marrow HSCs in *Ntn1*^*flox/flox*^ and *Ntn1*^*ΔCAGGS/ΔCAGGS*^ mice; *n* = 7 (flox)–10 (∆CAGGS), two independent experiments. **d** Cell cycle phase of HSCs derived from *Ntn1*^*flox/flox*^ and *Ntn1*^*ΔCAGGS/ΔCAGGS*^ mice; *n* = 8 (flox) and 10 (∆CAGGS), two independent experiments. **e** Relative expression of quiescence and activation related genes in HSCs derived from *Ntn1*^*flox/flox*^ and *Ntn1*^*ΔCAGGS/ΔCAGGS*^ mice; *n* = 6 (flox)–9 (∆CAGGS), two independent experiments. **f** Frequencies of bone marrow HSCs in *Ntn1*^*flox/flox*^ and *Ntn1*^*ΔCAGGS/ΔCAGGS*^ mice 5 months after Cre induction; *n* = 8 (∆CAGGS) and 12 (flox), three independent experiments. **g** Cell cycle phase of HSCs derived from *Ntn1*^*+/LSL-Rosa26-Ntn1*^ and *Ntn1-OE* mice; *n* = 8 (∆CAGGS) and 12 (flox), three independent experiments. **h** Workflow: competitive transplantation of *CAGGS:Cre*^*ERT2*^, *Ntn1*^*ΔCAGGS/ΔCAGGS*^ and Ntn1-OE mice 5 months after Cre induction, analysed in (**i**–**k**). **i** Representative FACS plots of peripheral blood leucocytes pre-gated on CD45^+^ cells at 16 weeks after transplantation. **j** Peripheral blood CD45.2^+^ chimerism during competitive transplantations; *n* = 13 (OE)–14 (Cre/∆CAGGS), two independent experiments. Analysis was done with two-way-ANOVA, multiple comparison with LSD Fisher’s test. **k** Bone marrow HSC CD45.2^+^ chimerism after 16 weeks of competitive transplantation; *n* = 12 (Cre)–13 (∆CAGGS/OE), two independent experiments. **l** Workflow: transplantation of 200 HSCs sorted from *CAGGS:Cre*^*ERT2*^ and *Ntn1*^*ΔCAGGS/ΔCAGGS*^ mice at 5 months after Cre induction. **m** Frequencies of bone marrow HSCs 8 weeks transplantation; *n* = 6. For all panels, ±SD is shown. *n* indicates biological replicates. *P* value was determined by two-tailed *t* test unless stated otherwise. Source data are provided as a Source Data file.

The observed reduced numbers of HSCs were even more pronounced at 5 months post *Ntn1* deletion, suggesting a progressive loss of HSCs after *Ntn1* deletion (Fig. 6f and Figure S3g, i). To test whether increased levels of NTN1 could alter HSC behaviour in vivo, we generated *CAGGS:Cre*^*ERT2*^*; LSL-Rosa26-Ntn1 mice* (*Ntn1-OE*) and induced Cre expression in 6-week-old animals, leading to a 30-fold increase of *Ntn1* levels in BM endothelial cells after 5 months (Figure S3h). While we found no difference in HSPC frequencies (Figure S3j), quiescent G0-HSCs increased, suggesting that *Ntn1* overexpression in the BM microenvironment leads to increased HSC quiescence in vivo (Fig. 6g and Figure S3k). In addition, the frequency of cycling HSCs 5 months after *Ntn1* deletion was significantly increased, reproducing the 2-month timepoint (Fig. 6d, g and Figure S3k). In summary, Ntn1 mediates HSC quiescence not only in culture but also in vivo and loss of *Ntn1* activates and progressively depletes quiescent, functional HSCs.

### Conditional *Ntn1* deletion impairs HSC function

To study, whether the Ntn1-mediated increase (*Ntn1-OE*) or reduction in HSC quiescence and frequency (*Ntn1* deletion) is associated with functional consequences, we competitively transplanted total BM of *Ntn1-OE, Ntn1*^*ΔCAGGSCre/ΔCAGGSCre*^ or control (*CAGGS-Cre*^*ERT2*^) mice 5 months after Tam induction (Fig. 6h). Upon *Ntn1-OE*, we neither observed any differences in peripheral blood leucocytes nor in HSC frequencies 4 months after transplantation (Fig. 6i, k). In contrast, *Ntn1* deletion led to a reduced contribution of CD45.2^+^ donor cells to peripheral blood leucocytes (Fig. 6i, j) accompanied with a strong reduction of HSC numbers 4 months after transplantation (Fig. 6k). Next, we addressed the engraftment potential of 200 purified HSCs (LSK, CD150^+^, CD48^−^, CD34^−^) isolated either from a microenvironment, in which Ntn1 was deleted for 5 months (*Ntn1*^*ΔCAGGSCre/ΔCAGGSCre*^) or expressed on normal levels (Fig. 6l). Two months post transplantation, the HSC frequency was significantly reduced compared to control HSC, which have developed in an Ntn1-proficient environment (Fig. 6m). These data show that HSCs derived from an *Ntn1*-deficient BM become functionally impaired and this self-renewal defect is not reversed by transplanting them back into an Ntn1-proficient recipient microenvironment.

### *Ntn1* expressed by arterioles maintains HSCs

We next investigated which niche cells express *Ntn1*. By screening published datasets, we found that *Ntn1* is expressed at low levels in sinusoidal (SEC: CD45^−^, CD31^+^, Sca-1^medium^, Pdpn^+^) and at higher levels in arteriolar endothelial cells (AEC: CD45^−^, CD31^+^, Sca-1^high^, Pdpn^−^)^65^. In addition, *Ntn1* expression has been reported in periarteriolar smooth muscle cells (SMCs)^66^. To examine *Ntn1* expression within the BM niche, we isolated AECs, SECs, CD45^+^ hematopoietic and RFP^+^ cells derived from *Sma-RFP* (*smooth muscle actin-RFP*) reporter mice marking SMCs^67^ (Figure S4a, b). While we found no expression in CD45^+^ hematopoietic cells, we detected the highest *Ntn1* levels in AECs and SMCs (Fig. 7a). To investigate whether periarteriolar smooth muscle-derived Ntn1 regulates HSCs, we generated *Sma-Cre*^*ERT2*^*; Ntn1*^*flox/flox*^ mice, injected adult mice with Tam and studied HSCs 8 weeks after Cre induction. In line with depletion of HSCs upon global *Ntn1* deletion, we detected a decrease in HSCs in *Ntn1*^*ΔSmaCre/ΔSmaCre*^ animals compared to controls (Fig. 7b). This reduction was, however, not as strong as we observed upon global *Ntn1* deletion using CAGGS-Cre (Fig. 6), suggesting additional Ntn1 sources like AECs. As BM arterioles deteriorate upon ageing, leading to the loss of HSC maintaining SCF^23,24^, we isolated SECs and AECs from young and old Wt mice and found diminished *Ntn1* expression specifically in old AECs (Fig. 7c). When we investigated *Neo1* in aged HSCs, we found expression was still restricted to HSCs, but levels were significantly increased (Figure S4c), in line with our RNA-seq data from aged Wt chimeras (Figure S2d). To further confirm this, we performed RNA-seq of young and old LSK-SLAM cells. 

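LSK-SLAM cells, a bone marrow fraction enriched for HSCs, came from young and old Wt mice. The legend of Fig. 7d gives 5 young and 7 old biological replicates, each taken here as 1 mouse. Whether a replicate pooled cells of several mice is not stated. The paper gives ages of 6 and 24 months. The sample labels give 4 to 5 months for the young and 20 to 22 months for the old mice. RNA of 15000 sorted cells was depleted of ribosomal RNA, 300 pg entered the TotalScript library kit, which makes libraries from small amounts of RNA, and libraries were sequenced on a HiSeq 2500. The labels list 24 samples, 2 for each replicate, and the authors deposited 1 column of normalized read counts per replicate. These values are reads per gene divided by the library size times a scaling factor, per M reads, where M stands for 1000000. Because 100% of the values were whole multiples of what 1 read is worth in that mouse, whole reads could be recovered from them. The scaling factors equalled upper-quartile factors computed over the 18275 of the 18762 genes analysed here that had a read in at least 1 mouse, an option of edgeR, the differential expression package that the paper used.
Recovered reads on genes ranged from 2.05 to 5.12 M in young mice (median 3.48 M) and from 0.861 to 5.00 M in old mice (median 2.22 M). A difference between the ages was not detected (two-sided exact permutation test on log2 reads, p = 0.207), which does not show equal depth. The paper states 30 to 50 M sequenced reads per library, while all values given here rest on the recovered reads. At this depth, 3 reads corresponded to normalized read counts between 0.583 and 3.69, depending on the library. *Gm10800* took the most reads in every mouse, from 1.60% in old mouse 4 to 18.6% in old mouse 7. Between mice of the same age, the chi-square per gene ranged from 7.19 to 102 over 31 pairs, and each mouse was counted as a separate sample.
The label of every mouse ends in the letter A or B, and the paper's text does not name what it stands for. Letter A was carried by 2 young and 4 old mice and letter B by 3 young and 3 old mice. Recovered reads had a median of 2.12 M in mice with letter A and 4.53 M in mice with letter B, and every mouse with letter A had fewer reads than every mouse with letter B (exact permutation test, p = 0.00216). The first principal component of the log2 values held 58.3% of the variance and separated the letters in the same complete way, but did not separate the ages (exact permutation test, p = 0.713). The second component, with 5.93% of the variance, differed between the ages (exact permutation test, p = 0.00505). For these reasons values are also given within each letter. Young and old mice that share a replicate number are different animals. Their deviations from the age means correlated with a mean of 0.136, between -0.559 and 0.615, against -0.0230 for pairs with different numbers. For pairs of a young and an old mouse with the same letter the mean correlation was 0.348, and with different letters -0.329.
Old and young mice were compared with limma, a linear model with shared variance estimates, on log2(normalized read count + 1), with a trend of the variance on the mean and Benjamini-Hochberg adjustment. The comparison covered the 12354 genes with a mean of at least 10 normalized read counts over all mice. Log2 fold changes on this scale understate the change of genes with low counts. In simulated reads with the depths of these mice, the procedure found 56.2% of 194 genes changed by 1.5 on the log2 scale, and 4.39% of its calls were false. The simulation drew each gene independently and set no difference between the letters, so these shares may not hold for the real reads.

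**Figure D1:**
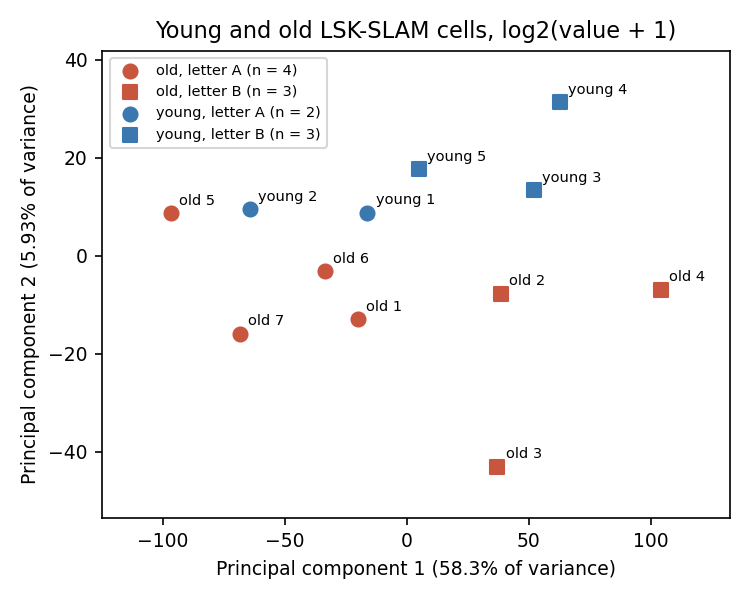
Scores of the 12 mice on the first principal component (x axis) and the second (y axis) of log2(normalized read count + 1) over 12354 genes. Colour gives the age and the marker the label letter: mice with letter A lie between -96.7 and -16.2 on the first component and mice with letter B between 5.02 and 104.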

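Between young and old LSK-SLAM cells, 13 of the 12354 genes had an adjusted p-value under 0.05 (limma with Benjamini-Hochberg adjustment), 12 higher and 1 lower in old mice, and 488 genes had an unadjusted p under 0.05. Of the genes with an adjusted p-value under 0.05 and no overlap between the values of young and old mice, the 5 with the largest increase were *Ramp2*, *Cd53*, *Selp*, *Osmr* and *Nupr1*. *Ramp2* rose from 7.91 ± 3.60 normalized read counts (SD, n = 5) in young to 48.0 ± 13.6 (SD, n = 7) in old mice, a log2 fold change of 2.55 (standard error 0.34, limma adjusted p = 0.00660). Its reads are uncertain, because 73.8% of its 50-base words also occur in *Vps25*, which overlaps it. *Cd53* rose from 15.2 ± 10.9 (SD, n = 5) to 76.3 ± 26.4 normalized read counts (SD, n = 7), a log2 fold change of 2.39 (standard error 0.34, limma adjusted p = 0.00814). In young mouse 5 *Cd53* stood apart from the other young mice at 34.1 normalized read counts. *Nupr1* had a log2 fold change of 1.54 (standard error 0.25) and an adjusted p of 0.0225 from limma. *Hist1h1b*, the gene that was lower, fell from 131 ± 36.5 (SD, n = 5) to 46.2 ± 18.4 normalized read counts (SD, n = 7), a log2 fold change of -1.52 (standard error 0.25, limma adjusted p = 0.0225). Within letter A the limma log2 fold changes were 2.08 for *Ramp2*, 2.67 for *Cd53*, 1.40 for *Nupr1* and -1.08 for *Hist1h1b*, and within letter B 3.02, 2.22, 1.76 and -1.91. In all, 57 of the genes tested (0.461%) had young and old values that did not overlap, against 0.253% expected by chance.
With the label letter as a covariate, 37 genes had an adjusted p-value under 0.05, among them the 13 found without it. Within letter A alone the number was 1 and within letter B alone 100, the settings that moved the count most. With the replicate number as a block over replicates 1 to 5, 19 genes were called.
Membrane proteins were counted only in part, through families of gene symbols set before the data were examined. Among the families were CD antigens, integrins, interleukin receptors, G protein-coupled receptors, lectin-type receptors, solute carriers and ion channels. The families miss some genes of cell-surface proteins, such as *Neo1*. Among the 12 genes higher in old mice they miss the receptor genes *Osmr* and *Vldlr* and the receptor-associated *Ramp2*. The shares given are therefore shares of these families and not of all membrane proteins. GO annotation was not used here. Of the 12 genes higher in old mice, 3 belonged to these families (25%, *Cd53*, *Klrb1c* and *Selp*, the second named after its values were seen), against 887 of the other 12342 genes tested (7.19%). The odds ratio was 4.30 (two-sided Fisher's exact test, p = 0.0502). With the label letter as a covariate, 8 of 35 genes higher in old mice belonged to the families (22.9%, Fisher's exact test, p = 0.00288), and with the replicate block 3 of 18 (16.7%, Fisher's exact test, p = 0.136). Within letter B the share was 11 of 81 (13.6%, Fisher's exact test, p = 0.0470), and the single gene higher in old mice within letter A was *Cd53*. The authors' deposited table lists 107 genes as higher and 52 as lower in old mice. Of the 101 genes that the authors' deposited table lists as higher and that were tested here, 19 belonged to the families (18.8%, Fisher's exact test, p = 9.33e-05).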

We found *membrane-associated* processes and *receptors* to be upregulated upon ageing (Figure S4d). 

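*Neo1*, listed as ENSMUSG00000032340, is a protein-coding gene on the minus strand of chromosome 9 from 58874687 to 59036441 in GRCm38 (GENCODE vM21). None of its 50-base words occurs in another annotated transcript, and a gene on the opposite strand, *Gm47271*, overlaps its span. Between 80 and 1154 recovered reads per mouse lay on *Neo1*. Its normalized read counts were 80.9 ± 26.0 (SD, n = 5) in young and 164 ± 52.0 (SD, n = 7) in old mice, 2.03 times as many in the old (two-sided exact permutation test over 792 splits, p = 0.0126). The groups overlapped, as values ran from 56.6 to 122 in young and from 98.4 to 224 in old mice. In the fit across all genes the log2 fold change was 1.00 with a standard error of 0.25, and the adjusted p was 0.256 (limma with Benjamini-Hochberg adjustment). The authors' deposited table lists a log2 fold change of 1.10 with an FDR of 2.69e-08.
Within letter A the counts were 65.1 ± 12.0 (SD, n = 2) in young and 127 ± 31.7 (SD, n = 4) in old mice, without overlap (exact permutation test, p = 0.133, where the smallest p possible is 0.0667). Within letter B they were 91.4 ± 29.5 (SD, n = 3) and 213 ± 15.7 (SD, n = 3), again without overlap (exact permutation test, p = 0.1, the smallest that 3 against 3 allow). With the label letter as a covariate the log2 fold change was 1.11 (standard error 0.19, limma adjusted p = 0.00256), and with the replicate number as a block over replicates 1 to 5 it was 1.15 (limma adjusted p = 0.0342). The same replicates without the block gave 1.15 with a limma adjusted p of 0.201. Because the block joins different animals, its p-value is not that of a paired design. When each mouse was left out in turn, the log2 fold change without a covariate stayed between 0.89 and 1.16, with limma adjusted p between 0.0607 and 0.86. After rescaling by median ratios, the difference between the ages had an exact permutation p of 0.0442 and a limma adjusted p of 0.999. *Neo1* also rose with the number of recovered reads after centring on the age means, with a Pearson's r of 0.723 within letter A (exact permutation test, p = 0.101) and 0.677 within letter B (exact permutation test, p = 0.151), 6 mice each. Spearman's rho was 0.943 (exact permutation test, p = 0.0167) and 0.257 (exact permutation test, p = 0.658). The protein measurement of Fig. 7e was not analysed here.

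**Figure D2:**
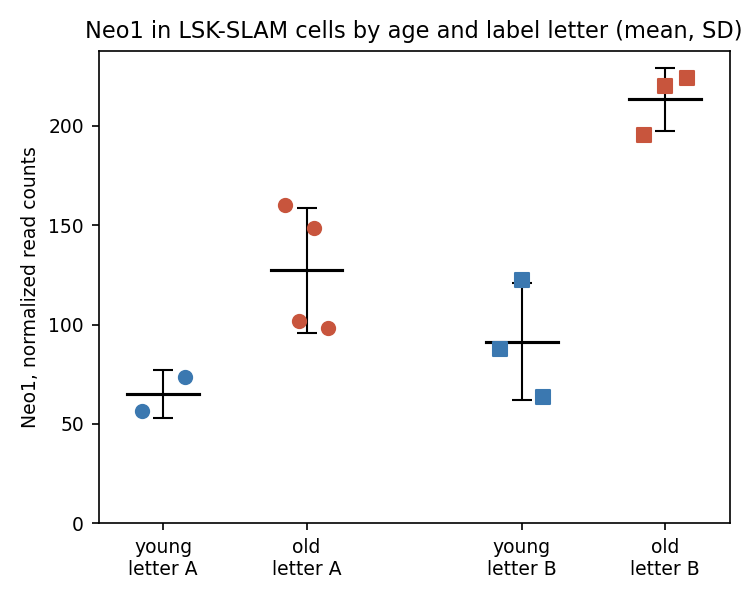
Normalized read counts of *Neo1* (y axis) in each mouse, by label letter and age (x axis), with the mean and SD of each group. Old mice lie above young mice within both letters, with means of 127 against 65.1 in letter A and 213 against 91.4 in letter B.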

Specifically, *Neo1* expression increased robustly on RNA and protein level in old HSCs (Fig. 7d, e). Several studies have previously compared transcriptional profiles of young vs. old HSCs (using different marker combinations). However, the studies showed a wide variety of DEGs with little consistency (Figure S4e). To identify consistently changed DEGs upon HSC ageing, we added 12 previously published transcriptome datasets of aged HSCs to our own study and performed a meta-analysis (Figure S4e). In these 13 datasets, not a single DEG was shared among ten or more studies, again highlighting the heterogeneity. Nevertheless, 13 genes were consistently differentially expressed in eight to nine datasets (Fig. 7f). 

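Of these 13 genes, 12 had values here and *Ehd3* was not analysed here. In young and old LSK-SLAM cells, all 12 changed in the direction shown in Fig. 7f, which is lower in old mice for *Rassf4* and higher for the others. An adjusted p-value under 0.05 over all genes tested was reached by 3 of them, *Selp*, *Osmr* and *Plscr2* (limma with Benjamini-Hochberg adjustment). When the adjustment was made over the list alone, 12 were under 0.05. These data are among the studies from which the list was drawn. Neither the shared direction nor any count of these genes, with or without the letter, is therefore an independent test of the list. *Selp* rose from 98.5 ± 22.6 (SD, n = 5) to 407 ± 169 normalized read counts (SD, n = 7), a log2 fold change of 1.93 (standard error 0.32, limma adjusted p = 0.0225). Of its 50-base words, 14.3% also occur in other annotated genes, most of them in *Gm16548* on the opposite strand. In young mouse 1 *Selp* stood apart from the other young mice at 58.5. *Plscr2* rose from 28.6 ± 11.7 (SD, n = 5) to 75.7 ± 18.1 (SD, n = 7), a log2 fold change of 1.43 (standard error 0.26, limma adjusted p = 0.0362). *Mt1* had a log2 fold change of 1.62 (standard error 0.31, limma adjusted p = 0.0524). The smallest change was that of *Rassf4*, from 63.3 ± 15.3 (SD, n = 5) to 44.6 ± 19.3 (SD, n = 7), with a log2 fold change of -0.56 (standard error 0.27) and an exact permutation p of 0.109.
With the label letter as a covariate, 10 of the 12 genes were called in the figure's direction, all but *Rassf4* and *Runx1t1*. Within letter A and within letter B the 12 genes kept this direction, with limma log2 fold changes of 1.79 and 2.30 for *Selp* and 0.64 and 2.12 for *Plscr2*. With mice of letter B alone 9 were called. With mice of letter A alone none was called, and 8 had an unadjusted p under 0.05. The replicate block gave 5. The authors' deposited table lists all 13 genes. The paper set its own comparison beside published ones that used other marker combinations, and it takes the number of data sets in which a gene recurs as its measure of how consistently the gene changes upon HSC ageing.

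**Figure D3:**
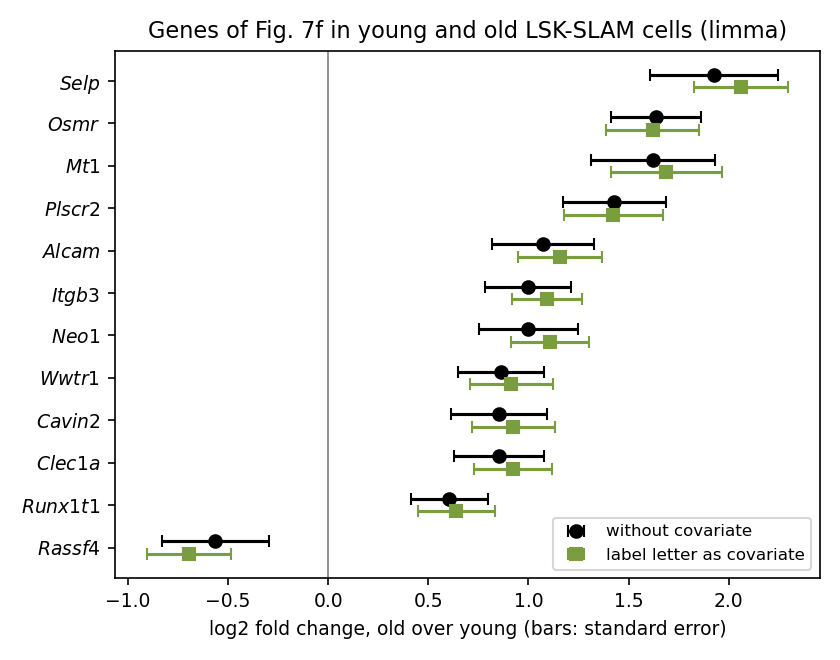
Log2 fold change of old over young mice (x axis) for the 12 genes of Fig. 7f that were analysed (y axis), from limma without a covariate (circles) and with the label letter as a covariate (squares). Bars are standard errors, and the fold changes without a covariate run from -0.56 for *Rassf4* to 1.93 for *Selp*.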

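Among the genes of Fig. 7f that encode proteins of the cell surface, *Osmr* on chromosome 15, an oncostatin M receptor gene, rose from 21.1 ± 3.42 (SD, n = 5) in young to 69.2 ± 19.5 normalized read counts (SD, n = 7) in old mice, a log2 fold change of 1.64 (standard error 0.23, limma adjusted p = 0.00660). The integrin gene *Itgb3* on chromosome 11 rose from 107 ± 9.73 (SD, n = 5) to 223 ± 70.8 (SD, n = 7) without overlap between the ages (exact permutation test, p = 0.00505), and its limma adjusted p was 0.105. For *Alcam* on chromosome 16 the counts were 131 ± 18.5 (SD, n = 5) and 293 ± 102 (SD, n = 7), with a limma adjusted p of 0.220. For *Clec1a* on chromosome 6 they were 117 ± 20.6 (SD, n = 5) and 218 ± 59.8 (SD, n = 7), with a limma adjusted p of 0.317. In old mouse 5, which carries letter A, *Alcam* at 122 and *Clec1a* at 110 normalized read counts lay within the range of the young mice. With the label letter as a covariate, the limma adjusted p was 0.000958 for *Itgb3*, 0.00472 for *Alcam* and 0.0251 for *Clec1a*. The limma log2 fold changes within letters A and B were 1.41 and 1.81 for *Osmr*, 0.76 and 1.39 for *Itgb3*, 0.76 and 1.51 for *Alcam*, and 0.84 and 1.00 for *Clec1a*.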

Seven of these were receptors and one of these was *Neo1*, suggesting that Neo1 is one of the most consistently upregulated genes found upon HSC ageing.

**Fig. 7:**
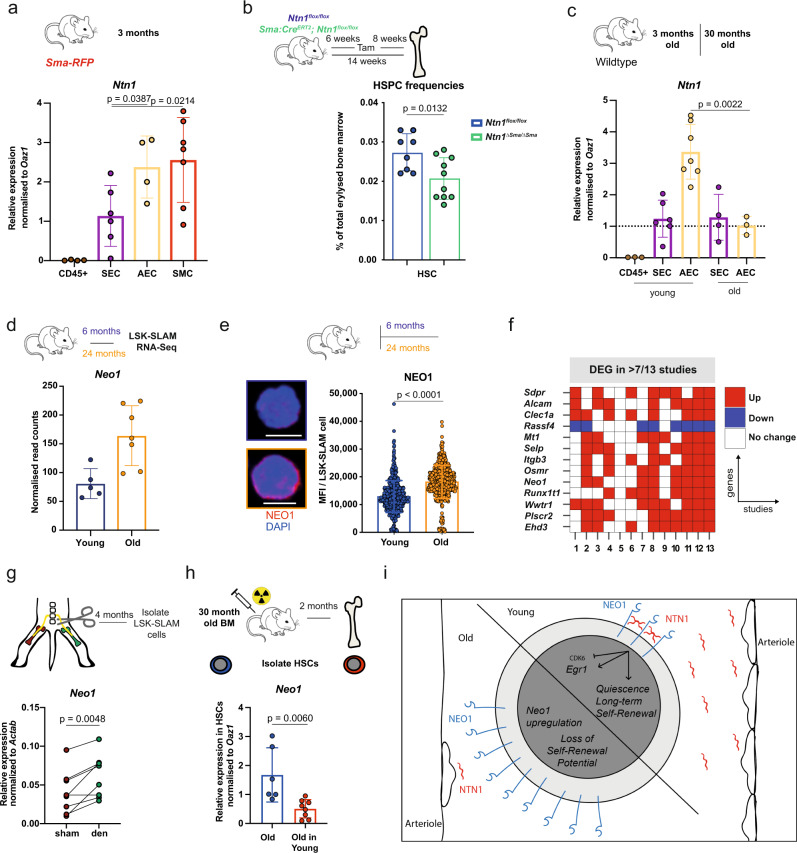
Loss of niche-derived Ntn1 induces Neo1 in HSC upon ageing. **a** Relative expression of *Ntn1* in CD45^+^ cells, SEC, AEC and RFP^+^ SMC derived from *Sma-RFP* mice; *n* = 4 (CD45/AEC), 6 (SEC) and 7 (SMA-RFP), two independent experiments. **b** Frequencies of HSCs in bone marrow of in *Ntn1*^*flox/flox*^ and *Ntn1*^*ΔSma/ΔSma*^ mice; *n* = 8 (flox) and 10 (∆SMA), three independent experiments. **c** Relative expression of *Ntn1* in SEC, AEC and CD45^+^ cells derived from young and old Wt mice; *n* = 3 (yCD45/oAEC), 4 (oSEC), 6 (ySEC) and 7 (yAEC), three independent experiments. **d** Normalized read counts of *Neo1* in young, and old LSK-SLAM cells; *n* = 5 (young) and 7 (old), FDR < 0.0001. **e** MFI of NEO1 in sorted 6 or 24 months LSK-SLAM cells; *n* = 592 (young)–593 (old). **f** Most abundant common DEGs in published ageing studies and own data, additional details in the “Methods” section. **g** Relative expression of *Neo1* in LSK-SLAM cells isolated from either denervated or healthy legs of individual mice; *n* = 8, two independent experiments. **h** Relative expression of *Neo1* in HSCs of aged mice, before and after 2 months post transplantation; *n* = 6 (before) and 8 (after), two independent experiments. **i** Model of Neo1/Ntn1 axis in young and old mice. For all panels, ±SD is shown. *n* indicates biological replicates. Scale bars in IF images are 5 μm. *P* value determined by two-tailed *t* test unless stated otherwise. Source data are provided as a Source Data file.

It has recently been established that surgical BM denervation mirrors the phenotype of arteriolar degeneration upon ageing and thereby induces premature HSC ageing^24^. Therefore, we tested whether the observed *Neo1* upregulation during HSC ageing (Fig. 7d) or as a consequence of *Ntn1* deficiency (Fig. 6e) was recapitulated upon denervation-mediated induction of premature marrow ageing. One hind limb per Wt mouse was surgically denervated and LSK-SLAM cells 4 months after surgery were analysed. We found an increase in *Neo1* expression in HSCs of seven out of eight denervated femurs compared to sham-operated nerve-intact contralateral femurs of the same mice (Fig. 7g). The *Neo1* upregulation is consistent with a model that the normal or accelerated ageing process leads to a decrease in Ntn1 expression in the microenvironment, mediating a compensatory Neo1 upregulation to maintain signalling when its ligand Ntn1 becomes limiting.

Finally, we investigated whether the niche mediated upregulation of *Neo1* in HSCs of 30-month-old mice (NTN1^low^ environment) can be reversed by transplanting them into 2-month-old young mice (NTN1^high^ environment). Indeed, *Neo1* expression in HSCs significantly decreased again in young mice (Fig. 7h). These data further support the link between the level NTN1 production in the BM microenvironment and expression of its receptor *Neo1* on HSCs in young and old mice (Fig. 7i). However, the compensatory upregulation of *Neo1* expression due to age-dependent ligand deprivation is not sufficient to maintain NEO1 function, since ablation of either Ntn1 or Neo1 leads to proliferation and decreased self-renewal of HSCs, a hallmark of aged HSCs.

## Discussion

Here, we identify arteriolar niche-derived NTN1 ligand and its cognate HSC-specific receptor NEO1 as a novel ligand-receptor signalling axis regulating HSC quiescence and long-term self-renewal. This axis is deregulated upon ageing and loss of either of its components leads to functional HSC impairment. NTN1–NEO1 represents a novel intercellular and non-cell autonomous signalling network by which NTN1 produced by perivascular niches binds to HSCs to fine-tune HSC dynamics, in particular cell cycle activity and long-term self-renewal.

In agreement with Neo1 being specifically expressed by dHSCs (Fig. 1), *Neo1* is part of the *MoIO* signature marking functionally superior HSCs^50^. Expression of *Neo1* is also highest in Vwf^+^ HSCs residing on the top of the hematopoietic hierarchy^68^ and NEO1^+^ cells have recently been reported as a subpopulation within Hoxb5^+^ HSCs^42^. Intriguingly, *Dnmt3a* mutant HSCs show increased quiescence, as well as a robust upregulation of *Neo1* expression^69–71^, suggesting it as a potential target for *Dnmt3a* mutant hematopoietic disorders.

When characterizing *Neo1*-mutant hematopoiesis, we observed an initial increase in HSC numbers associated with loss of quiescence and subsequently loss of HSC self-renewal over time that correlated with decreased expression of *Egr1* and increased expression of *Cdk6*. Similarly, hematopoietic loss of *Egr1* leads to increased cycling and initial HSC expansion followed by a loss of engraftment potential upon serial transplantation^55^. Since we analysed a hypomorphic *Neo1* mouse model with severely decreased (>90%) but remaining minor expression^38,47,48^, our results possibly underestimate the biological relevance of Neo1 in HSCs. It has been reported, that ≈80% of *Neo1*^*gt/gt*^ mice die prenatally. The ones born develop hydrocephalus of varying degree, with around one in five displaying severe phenotypes with macroscopically visible “dome-shaped” skulls^48^. Since this was reproducible in our analysis, we used only *Neo1*^*gt/gt*^ mice without macroscopic features of hydrocephalus, which showed normal, healthy behaviour. In these *Neo1*^*gt/gt*^ mice, the HSC numbers were unchanged at the time of analysis. Nevertheless, we cannot formally exclude that additional factors such as neuronal stress may contribute to some extent to the described HSC phenotype in the primary Neo1^gt/gt^ mutants.

NEO1 can bind multiple neural guidance molecules, which mediate context-dependent effects. As an example, RGMs are known to inhibit neuronal migration^72^, while NTN1 acts as a chemoattractant for commissural axons^63^. In HSCs, we found NTN1, but neither RGMs nor BMP-2, to modulate HSC behaviour. This is intriguing because, in the developing bone, NEO1 modulates cartilage growth via canonical BMP signalling^73^. However, the relevance of BMP signalling for adult HSCs remains uncertain^74^.

Over the past years, the role of netrins in neurobiology, originally established using gene-trapped mice^62^, has been challenged by novel conditional *Ntn1* alleles^63,75,76^. When we repurposed these to investigate hematopoiesis, we found increased activation and progressive loss of HSC numbers as well as self-renewal potential after global deletion of *Ntn1*, mimicking the *Neo1*-mutant phenotype. Further, in vivo overexpression and in vitro stimulation with NTN1 enhanced HSC quiescence and increased engraftment potential of cultured HSCs upon transplantation, respectively. These results are in line with studies showing quiescence-inducing compounds that maintain HSC engraftment potential in vitro^11,29,77^ as well as studies that associate loss of self-renewal capability in vivo with divisional history^13,78,79^. Altogether, the data strongly suggest that NTN1 acts as a paracrine NEO1 ligand modulating HSC behaviour. Furthermore, Ntn1 has been described to support immature states of iPSCs and cancer stem cells^80,81^, suggesting that it maintains stemness in various settings. Here, we demonstrate that NTN1/NEO1 signalling increase NF-κB activation in HSCs, a pathway known to protect HSCs from exhaustion during stress, while the loss of p65 leads to hematopoietic failure^61,82^.

Within the BM niche, we found *Ntn1* to be expressed in AECs and SMC in line with the previous studies^65,83,84^. These as well as other perivascular cells secrete multiple molecules that support HSCs including SCF and CXCL12^26,27,65,83,85,86^. Upon ageing, BM arterioles are remodelled leading to a depletion of periarteriolar stromal cells and SCF, affecting hematopoiesis^23–25^. In line, NTN1 secretion by SMCs is known to guide axons of the sympathetic nervous system during arteriolar growth^66^. The connection between the sympathetic nervous system and arterioles is intriguing, as denervation disrupts BM arterioles and mediates accelerated HSC ageing^24^.

Our data strongly support the link between NTN1 production in the BM microenvironment and expression of its receptor Neo1 on HSCs. Loss of *Ntn1* expression in the niches during: (a) physiological ageing, (b) accelerated ageing by surgical denervation or (c) by genetic ablation results in compensatory upregulation of *Neo1* expression due to ligand deprivation, which, however, is not sufficient to maintain Neo1 function. Such a mechanism has also been observed for the Ntn1 receptors DCC and NEO1 upon loss of *Ntn1* during development^76^.

Collectively, our data suggest that NTN1 produced mainly by arteriolar niches preserves quiescence and self-renewal of HSCs via NEO1, while ageing-associated decline of Ntn1 leads to the gradual decrease of Neo1-mediated HSC self-renewal.

## Methods

### Contact for reagent and resource sharing

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Andreas Trumpp . Certain materials are shared with research organizations for research and educational purposes only under an MTA to be discussed in good faith with the recipient.

### Experimental mouse models

#### *SCL-tTA; H2B-GFP* mice

This transgenic mouse line expresses the fusion protein histone H2B-GFP under the tetracycline-responsive regulatory element and the tTA-S2 transactivator from the endogenous *Scl* locus^10^. Doxycycline was supplemented in drinking water of 8–16-week-old mice for 150 as previously described^10^. To set the gates for GFP^+^ cells, age-matched *H2B-GFP* littermates were used. *SCL-tTA; H2B-GFP* mice were backcrossed to C57BL/6J.

C57BL/6J (CD45.2, CD45.1 or CD45.2/CD45.1) mice were either purchased from Envigo (the Netherlands) or Janvier Labs (France) or bred in-house.

#### *Gprc5c-GFP* mice (*Tg(Gprc5c-EGFP)JU90Gsat*)

This transgenic mouse line was previously generated by inserting an *EGFP* gene into a BAC clone at the initiating ATG codon of the first coding exon of the *Gprc5c* gene and this BAC clone was subsequently used to generate transgenic reporter mice^87^. Analysed mice were backcrossed to C57BL/6J.

#### *Myc-eGFP mice*

This transgenic mouse line expresses a fusion protein of c-Myc and eGFP^60^.

#### *FUCCI* mice *(B6-Tg(Gt(ROSA)26Sor-Fucci2)#Sia*)

This transgenic mouse line allows the identification of cell cycle phase via fluorescent fusion proteins, mice were sacrificed after 8–16 weeks^59^.

#### *Neo1*^*gt/gt*^ mice (*B6.129P2-Neo1*^*Gt(KST265)Byg/Mmmh*^)

These mice harbour a gene-trapped *Neo1* allele that leads to a strong reduction of *Neo1* expression^38^. For transplantation experiments, male and female animals 4–6 weeks of age were used. Control transplantations were always performed using gender-matched, wild-type littermates. For competitive transplantations, competitor BM was also age- and gender-matched.

#### *Ntn1*^*β-geo/+*^ mice (*Ntn1*^*Gt(ST629)Byg*^)

These mice harbour a gene-trapped *Ntn1* allele that leads to a strong reduction of *Ntn1*. Heterozygous mice can be used as reporter mice employing the β-gal reporter in the gene-trapped vector^62^.

#### *Ntn1*^*fl/fl*^ mice

This transgenic mouse line contains loxP sites flanking coding sequences containing both the principal ATG (based on *Ntn1* complementary DNA (cDNA) sequence NM_008744) and the cryptic ATG (based on *Ntn1* cDNA: BC141294) and the alternative promoter described in intron 3^63^. To generate global *Ntn1* deletion, we crossed *Ntn1*^*fl/fl*^ mice to *CAGGS-Cre*^*ERT2*^ mice (Jackson Laboratories). For smooth muscle-specific deletion, *Ntn1*^*fl/fl*^ mice were crossed to *Sma-Cre*^*ERT2*^ mice. For 8 weeks endpoints, *Ntn*^*fl/fl*^ crossings only female, and for 5 months endpoints, only male mice were analysed to reduce variability.

#### *+/LSL-Rosa26-Ntn1* mice

This transgenic mouse line was generated for this study. The human *NETRIN-1* was cloned in Rosa26-lox-stop-lox plasmid (Soriano). Mice were generated by SEAT CNRS Gustave Roussy Phenomin. We crossed these mice to *CAGGS:Cre*^*ERT2*^ mice (Jackson Laboratories), inducing global overexpression of Ntn1. To reduce variability, only male animals were analysed at 5 months after Cre induction.

#### *Sma-RFP mice* (*C.Cg-Tg(aSMA-RFP)#Rkl*

The mouse line harbours an RFP reporter for *Sma* and thereby allows identification of SMCs^67^. Sma-RFP mice are on a BALB/C background.

All other mouse models are on a B6J background.

All mice were bred in-house in the animal facilities of DKFZ, University Medical Center Groningen, INSERM or Albert-Einstein College of medicine under specific pathogen-free conditions in individually ventilated cages at 24°, a humidity of 80% with fixed day/night cycles of 12 h. According to German, French, American or Dutch guidelines, mice were euthanized by cervical dislocation and all animal procedures were performed according to protocols approved by the Regierungspräsidium Karlsruhe, Animal Care and Use Committee of Albert-Einstein College of Medicine, the Instantie voor Dierenwelzijn committee, Universitair Medisch Centrum Groningen/Rijksuniversiteit Groningen or University of Lyon local Animal Ethic Evaluation Committee. To reduce animal numbers, remaining BM/cDNA samples generated in this and previous studies were used whenever possible.

### Method details

#### pIC- or LPS-induced inflammatory stress

Mice were injected intraperitoneally with pIC (100 μg/mouse in 0.1 ml phosphate-buffered saline (PBS)), LPS (5 μg/mouse in 0.1 ml PBS) or PBS alone. Sixteen hours (LPS/pIC/PBS), 5 or 8 days (pIC/PBS) later, mice were sacrificed and BM cells were used for subsequent analysis.

#### Cell isolation and flow cytometry

Mouse BM cells were isolated, and HSCs and MPP1–4 progenitors defined by immune phenotype (lineage-negative (Lin^−^), Sca-1^+^, c-Kit^+^ (LSK), CD135^−/+^, CD150^−/+^, CD48^−/+^, CD34^−/+^, CD45.2 CD45.1/2, CD45.1) (see also Fig. 1a), or LSK-SLAM (Lin^−^ c-Kit^+^ CD150^+^ CD48^−^) purified by FACS and subsequently subjected to RNA-seq, population quantitative real-time PCR (qPCR) analysis, in vitro experiments, reconstitution assays or cytological analysis. Briefly, BM was isolated from pooled femora, tibiae, ilia and vertebrae by gentle crushing in PBS using a mortar and pistil. If no depletion of lineage-positive (Lin^+^) cells was performed, lysis of erythrocytes was performed using ACK Lysing Buffer (Thermo Fisher Scientific). To deplete Lin^+^ cells we used the Dynabeads Untouched Mouse CD4 Cells Kit (Invitrogen). Briefly, total BM was stained for 30 min with 100 μl/mouse of the Lineage Cocktail provided in the Dynabeads Untouched Mouse CD4 Cells Kit (Invitrogen) in PBS. Labelled cells were then incubated for 20 min with 1.5 ml/mouse of washed polyclonal sheep anti-rat IgG-coated Dynabeads provided in the Kit. Cells were depleted using a magnet, enriching for the Lin^−^ cell fraction. To purify HSC and MPP1–4, the Lin^−^ fraction was stained for 30 min using the following monoclonal antibodies: anti-lineage [anti-CD4 (clone GK1.5), anti-CD8a (53-6.7), anti-CD11b (M1/70), anti-B220 (RA3-6B2), anti-GR1 (RB6-8C5) and anti-TER119 (Ter-119)]; anti-CD117/c-Kit (2B8); anti-Ly6a/Sca-1 (D7); anti-CD34 (RAM34); anti-CD150 (TC15-12F12.2); anti-CD48 (HM48-1); anti-CD135 (A2F10); CD45.1 (A20); CD45.2 (104). The coupled fluorochromes used depended on the experiment to allow sorting of different fluorescent protein containing reporters or isolation of HSC from transplants. Monoclonal antibody conjugates were purchased from eBioscience, BD Bioscience or BioLegend. Cell sorting was then performed on a FACS Aria I, II and III, FACS Aria Fusion (Becton Dickinson) using BD FACSDiva v8.0.3 (BD Bioscience) or MoFlo Astrios or XDP cell sorters (Beckman Coulter). Sorted in Complete Stem Cell Medium (specified elsewhere) for in vitro culture, cytology and reconstitution experiments, or RNA lysis buffer (ARCTURUS PicoPure RNA Isolation Kit (Life Technologies, Invitrogen) for population RNA-seq or qPCR and stored at −80 °C.

For Figure S4c, long-term HSCs were characterized as Lin^−^Sca-1^+^c-Kit^+^CD48^−^CD150^+^, ST-HSCs as Lin^−^Sca-1^+^c-Kit^+^CD48^−^CD150^−^ and MPPs as Lin^−^Sca-1^+^c-Kit^+^CD48^+^CD150^−^. For isolation of committed progenitor subsets, the following markers were used for isolation: CLP (Lin^−^CD127^+^Sca-1^lo^c-Kit^lo^), CMP (Lin^−^CD127^−^Sca-1^−^c-Kit^−^CD34^+^CD16/CD32^hi^), GMP (Lin^−^CD127^−^Sca-1-c-Kit^+^CD16/CD32^hi^) and MEP (Lin^−^CD127^−^Sca-1^−^c-Kit^+^CD34^−^CD16/CD32^+^). Data were analysed using FlowJo, versions 6-10.5.3.

#### CDK6/NEO1 staining

For analyses of NEO1 expression, BM cells were isolated from mice and stained for HSC/MPP markers and sorted as described. Cells were plated on poly-l-lysine-coated slides and then fixed with BD Cytofix/Cytoperm Buffer (Beckton Dickinson). Subsequently, Cdk6 (Abcam) or Neo1 (Abcam) staining was performed in 0.1% Triton (Sigma) and 5% bovine serum albumin (BSA). Secondary antibodies coupled to AF-488 were used. After washing, slides were embedded in anti-fade reagent with 4′,6-diamidino-2-phenylindole (DAPI) (Invitrogen) and imaging was performed employing a Zeiss LSM 700 or LSM 710 confocal microscope using ZEN blue v2.5 (Zeiss international). Experimental replicates were always performed side by side and imaged in one session without change of laser intensities or gain to avoid technical bias and allow the comparability. DAPI signal was not used for quantification or normalization. The analysis was performed with FIJI v.2.0.

#### NEO1 staining (Fig. 7e)

A total of 4000–6000 long-term HSCs were seeded in spots of an immunofluorescent adhesion slide (VWR) and allowed to settle for 20 min. Cells were then fixed and permeabilized with Fixation and Permeabilization Solution (BD Biosciences) for 20 min on ice. Cells were then blocked with 4% BSA for 30 min at room temperature and then stained with 1:100 mouse Neo1 biotinylated antibody (R&D) at 4 °C. Cells were washed three times in 0.1% Triton X-100 PBS solution and stained with 1:500 secondary antibody streptavidin Alexa-647 for 1 h at 4 °C. After washing, coverslips were mounted in anti-fade reagent with DAPI (Invitrogen).

#### p65-GFP staining

After 48 h of the culture of 2000 HSCs/well, cells were plated on poly-l-lysine-coated slides and then fixed with BD Cytofix/Cytoperm Buffer (Beckton Dickinson). Subsequently, anti-GFP-488 (Abcam) staining was performed in 0.1% Triton (Sigma) 5% BSA for 1 h to increase the signal. After washing, coverslips were mounted in anti-fade reagent with DAPI (Invitrogen).

#### Cell cycle analysis

HSC/MPP surface staining (LSK, CD150, CD48, CD34) was performed on BM cells or in vitro treated HSPCs. Cells were fixed with BD Cytofix/Cytoperm Buffer (Beckton Dickinson). Subsequently, intracellular Ki-67 (BD Biosciences) staining was performed using PermWash solution (Beckton Dickinson). Prior to flow cytometry analysis, cells were stained with Hoechst 33342 (Invitrogen) or DAPI (Thermo Fisher).

#### Population RNA-seq

For Fig. 4e–j and Figure S2c–e, population RNA-seq data were generated as previously described^1^. Briefly, total RNA isolation was performed using ARCTURUS PicoPure RNA Isolation Kit (Life Technologies, Invitrogen) according to the manufacturer’s instructions. Total RNA was used for quality controls and for normalization of starting material. cDNA libraries were generated using 1 ng of total RNA for *Neo1*-deficient/Wt HSCs using the SMARTer Ultra Low RNA Kit for Illumina Sequencing (Clontech) according to the manufacturer’s indications. Sequencing was performed using the HiSeq2000 device (Illumina).

#### RNA-seq: young and old LSK-SLAM for Fig. 7d and Figure S4d

RNA was isolated from 15,000 LSK-SLAM cells (Lin^−^Sca-1^+^c-Kit^+^CD48^−^CD150^+^) using the Nucleospin XS Kit (Macherey Nagel) and quantified on Bionalyzer using RNA Pico 6000 Kit (Agilent). Ribosomal depletion was performed using a modified version of RiboZero Kit (Illumina). In all, 300 pg ribosomal-depleted RNA was used as input into TotalScript RNA-Seq Kit (Epicentre). Libraries were pooled and sequenced to 30–50 million reads on HiSeq 2500.

#### qPCR analysis

For qPCR, total RNA of 2000–10,000 cells were isolated as described above or using Nucleospin RNA XS Kit (Machery-Nagel) and reverse-transcribed using SuperScript VILO cDNA Synthesis Kit (Invitrogen) according to the manufacturer’s guidelines. For qPCR analysis, Fast SYBR Green Master Mix (Thermo Scientific) or LightCycler SYBR Green I (Roche) was used on a ViiA 7 Real-Time PCR System (Applied Biosystems) or a LightCycler 480 Instrument (Roche). RNA expression was normalized to *Oaz1*, *Act2b*, or *Hprt* housekeeping gene expression and presented as relative quantification (ratio = 2^−^^DDCT^). Primers were designed using the Universal ProbeLibrary Assay Design Center (Roche) or NCBI Primer-BLAST (NCBI) and ordered from Sigma. Primer sequences are available in the Supplementary Information file.

#### Reconstitution experiments

For the generation of full chimeras, 3 × 10^6^ total BM cells from 4-week-old Wt CD45.2 or *Neo1*^*gt/gt*^ CD45.2 mice were injected per recipient mouse.

For the generation of 50/50 chimeras, 1.5 × 10^6^ total BM cells from 4-week-old Wt CD45.2 or *Neo1*^*gt/gt*^ CD45.2 mice were mixed with 1.5 × 10^6^ total BM cells derived from CD45.1/2 mice so that a total of 3 × 10^6^ BM cells was injected per recipient mouse.

For transplantation after in vitro treatment, 500 sorted HSCs of CD45.1/2 or CD45.2 derived from 8- to 12-week-old animals were cultured for 48 h in respective conditions. Then, a well of the progeny of CD45.1/.2 was mixed to a well of the progeny of CD45.2 and then transplanted. A similar setup was used for the assessment of *Neo1* dependency of in vitro *Ntn1* treatment: 500 *Neo1*-deficient CD45.2^+^ HSCs were sorted after 8 months from old *Neo1* full chimeras and then incubated with or without Ntn1. These *Neo1-*deficient HSCs were mixed with 500 CD45.1/2 HSC incubated without Ntn1, derived from 8-week-old CD45.1/2 animals and then transplanted into individual recipients.

For secondary transplantations, 3 × 10^6^ total BM cells were isolated and transplanted.

For potency assessment of 100/500 CD45.2 Wt or *Neo1-*mutant HSCs were sorted from straight chimeras 15 months after transplantation, mixed with 1 × 10^5^ total BM cells from 8- to 12-week-old CD45.1/.2 mice and transplanted.

For assessment of HSC homing, 10 × 10^3^ LSK cells derived from CD45.2 Wt or *Neo1*-deficient mice were sorted and transplanted.

For the generation of 50/50 chimeras, 1.5 × 10^6^ total BM cells from 6.5-month-old Ntn1-OE/*Ntn1*^*ΔCAGGSCre/ΔCAGGSCre*^ or CAGGS-Cre mice, were mixed with 1.5 × 10^6^ total BM cells derived from CD45.1/2 mice so that a total of 3 × 10^6^ BM cells was injected per recipient mouse.

For transplantations of sorted HSC, 200 HSCs from 6.5-month-old *Ntn1*^*ΔCAGGSCre/ΔCAGGSCre*^ or CAGGS-Cre were mixed with 1 × 10^6^ total spleen cells from CD45.1/2 mice and injected into the recipient.

For transplantation of a 30-month-old HSC, 3 × 10^6^ total BM cells were isolated and injected into recipients.

For all experiments, cells were transplanted into fully irradiated (2 × 5 Gy) B6J mice (CD45.1). Contribution of CD45.2 or CD45.1/.2 donor cells was monitored in peripheral blood approximately every 4 weeks post transplantation in all transplantations using either LSRII, LSR Fortessa.

Outcome was addressed by absolute blood counts or flow cytometry using the following monoclonal antibodies: anti-CD45.1 (A20); anti-CD45.2 (104); anti-CD4 (clone GK1.5), anti-CD8a (53-6.7), anti-CD11b (M1/70), anti-B220 (RA3-6B2), anti-GR1 (RB6-8C5). The applied fluorochromes depended on the experiment. For endpoint analysis of chimera animals, BM stainings were performed as following: anti-lineage [anti-CD4 (clone GK1.5), anti-CD8a (53-6.7), anti-CD11b (M1/70), anti-B220 (RA3-6B2), anti-GR1 (RB6-8C5) and anti-TER119 (Ter-119)]; anti-CD117/c-Kit (2B8); anti-Ly6a/Sca-1 (D7; anti-CD34 (RAM34); anti-CD150 (TC15-12F12.2−; anti-CD48 (HM48-1); anti-CD45.1 (A20); anti-CD45.2 (104)). Monoclonal antibody conjugates were purchased from eBioscience, BD Bioscience or BioLegend.

#### Tam induction schema

For *Sma*:*Cre*^*ERT2*^*; Ntn1*^*fl/fl*^*, CAGGS:Cre*^*ERT2*^*; Ntn1*^*fl/fl*^ *Ntn1*^*fl/fl*^ and *CAGGS:Cre*^*ERT2*^*; LSL-Rosa26-Ntn1 mice* 3 Tam (Sigma-Aldrich) injections in 1 week were performed 4–6-week-old animals. At 8 weeks or 5 months after Cre induction mice were sacrificed and analysed.

#### BrdU analysis

Full chimeras of *Neo1*-mutant or Wt CD45.2 BM were injected intraperitoneally with 0.2 ml BrdU (1.8 mg/ml; Sigma) 4 months after transplantation and sacrificed 48 h after injection. Then, HSC surface staining was performed as described above, cells were processed and then staining with anti-BrdU (BD Bioscience) antibody (1:30) was performed.

#### HSPCs plating and in vitro treatment

In all, 5000 LSK-SLAM cells for RNA analysis, or 5000–10,000 HSCs for imaging or cell cycle analysis were sorted into and then cultured in Complete Stem Cell Medium (StemPro-34 SFM, Life Technologies containing 50 ng/ml SCF and 25 ng/ml TPO (all Preprotech), 100 U/ml penicillin/streptomycin, 2 mM l-glutamine, StemPro-34 supplement as recommended). Cells were cultured in 96-well ultralow attachment plates (Corning) and were treated with either recombinant 1 μl/ml Ntn1 (R&D), 1 μl/ml Rgm-a (R&D), 1 μl/ml Rgm-b (R&D), or 200 ng/ml Bmp-2 (R&D) in addition to the standard cytokines. The concentration of JSH-23 was 6 μM. At 48 h after plating, cells were used for downstream procedures such as RNA isolation, imaging or flow cytometry as described in its respective chapter.

#### BM denervation by the transaction of femoral and sciatic nerves

Denervation of the femoral and tibial BM was done as previously described^24^. The femoral nerve was localized after its exit from the vertebral column deep in the psoas muscle. This was accomplished with a midline abdominal incision; the intestines were gently moved aside to visualize the psoas muscle. An incision was made in the psoas to visualize the femoral nerve, and a 1 cm section of the nerve was excised. Deep to the psoas (through the incision), the sciatic nerve was visualized in close proximity to the iliac crest of the pelvis, and a 1 cm section of the nerve was excised. For sham operation, both femoral and sciatic nerves were exposed by surgery, but were left intact.

#### BM digestion for stromal cell isolation

For isolation of stromal cells, we thoroughly cleaned dissected bones, crushed and digested them for 1 h in RPMI with 2% fetal calf serum as well as 0.25% collagenase Type I (Gibco). After digestion was stopped with 10% fetal calf serum-containing medium, red cell lyses, lineage depletion, staining and cell sorting were performed as described above.

### Quantification, statistics and reproducibility

#### Standard quantifications, display and experimental design

Statistical analysis was performed with two-tailed paired Student’s *t* test or two-way analysis of variance using Fisher’s least significant difference for multiple comparisons as indicated in the respective figure legend. All data are presented as mean ± SD. For box and whiskers plots, error bars depict min to max values, the box is defined at 25–75th percentile and the median is marked with an additional line. Please see figure legends for detailed information. GraphPad Prism 7/8 was used for statistical analysis. The number of independent experiments is indicated in the respective figure legends. Sample exclusion was only done as a result of premature mouse death, infection or clear mistakes in sample processing.

#### RNA-seq analysis

For RNA-seq of *Neo1-mutant* and control HSCs, the following pipeline was used: sequenced read fragments were mapped to the mouse reference genome GRCm38 using STAR (STAR_2.6.1a)^88^. Expression counts estimates were generated using HTSeq (htseq-0.9.1)^89^. DESeq2 (DESeq2_1.20.0)^90^ was used to test for differential expression; results were considered significant at a *p*.adj. value <0.05. The analysis was performed in R-studio v3.5.2 (www.r-project.org).

For Fig. 7d, f and Figure S4d, differential expression was calculated using egdeR (3.24.3).

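Count tests were also run on the recovered whole reads with the library sizes and factors that the deposited values imply, over the same 12354 genes. The quasi-likelihood test of edgeR called 18 genes at an adjusted p under 0.05, its likelihood-ratio test 41 and DESeq2 58. Of these, 18, 40 and 56 are also in the authors' deposited table with the same direction, out of its 151 genes that were tested here. The adjusted p of *Neo1* was 0.230, 0.0331 and 0.0259 in these tests. In simulated reads with 194 changed genes, the share of false calls was 2.59% for the quasi-likelihood test, 10.4% for the likelihood-ratio test and 19.8% for DESeq2. These reads were simulated once, without a difference between the letters. The shares therefore do not tell how many of the calls in the real reads were false. With the label letter as a covariate, a setting added after the data were seen, the tests called 43, 65 and 80 genes.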

#### Downstream analysis

GSEA was performed using the GSEA software (3.0) on pre-ranked differential expression lists.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

## Data Availability

RNA-seq data have been deposited in online repositories: data linked to Fig. 4: MTAB-7902, data linked to Fig. 7: GSE128050. Expression data from young and old *Neo1-*mutant or control HSC can be found in Supplementary Data 1. 

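Supplementary Data 2 gives for each gene the log2 fold change between old and young mice, the mean log2 CPM, the likelihood ratio, its p-value and the FDR. Of this table, 1999 genes were used here, and 1929 of them also entered the comparison of normalized read counts. Over these genes the root mean square difference between the table's log2 fold changes and those computed from the normalized read counts was 0.145, and 0.0749 with the label letter as a covariate. Of the protein-coding genes in GENCODE vM21, 96.4% on chromosomes 1 to 11, 18, 19 and X were analysed here, and 46.3% on chromosomes 12 to 17. The lowest share was 31.8% on chromosome 15.

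**Figure D4:**
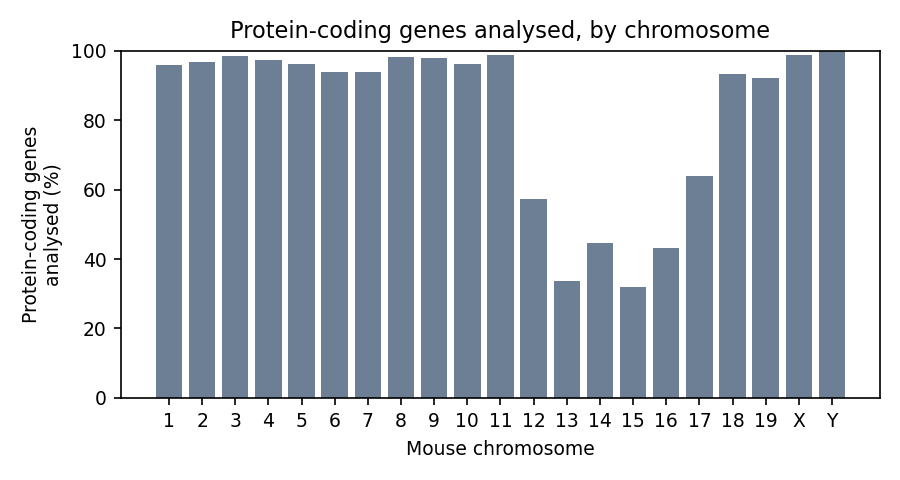
Percent of the protein-coding genes of each mouse chromosome (x axis) that were analysed here (y axis). Chromosomes 12 to 17 lie between 31.8% and 63.8%.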

Expression data from the analysis of young and old LSK-SLAM cells can be found in Supplementary Data 2. Source data for all seven figures and four Supplementary Figures are available in Supplementary Data 3. Nucleotide sequences and additional source data are available upon reasonable request to the corresponding author.

# Supplementary material for: Niche derived netrin-1 regulates hematopoietic stem cell dormancy via its receptor neogenin-1
**Source:** Nat Commun. 2021 Jan 27;12:608. doi: 10.1038/s41467-020-20801-0
**Supplement:** Supplementary file 1 — Supplementary Information

# Niche Derived Netrin-1 Regulates Hematopoietic Stem Cell Dormancy via its Receptor Neogenin-1

Renders et al.

# Supplemental Figure 1

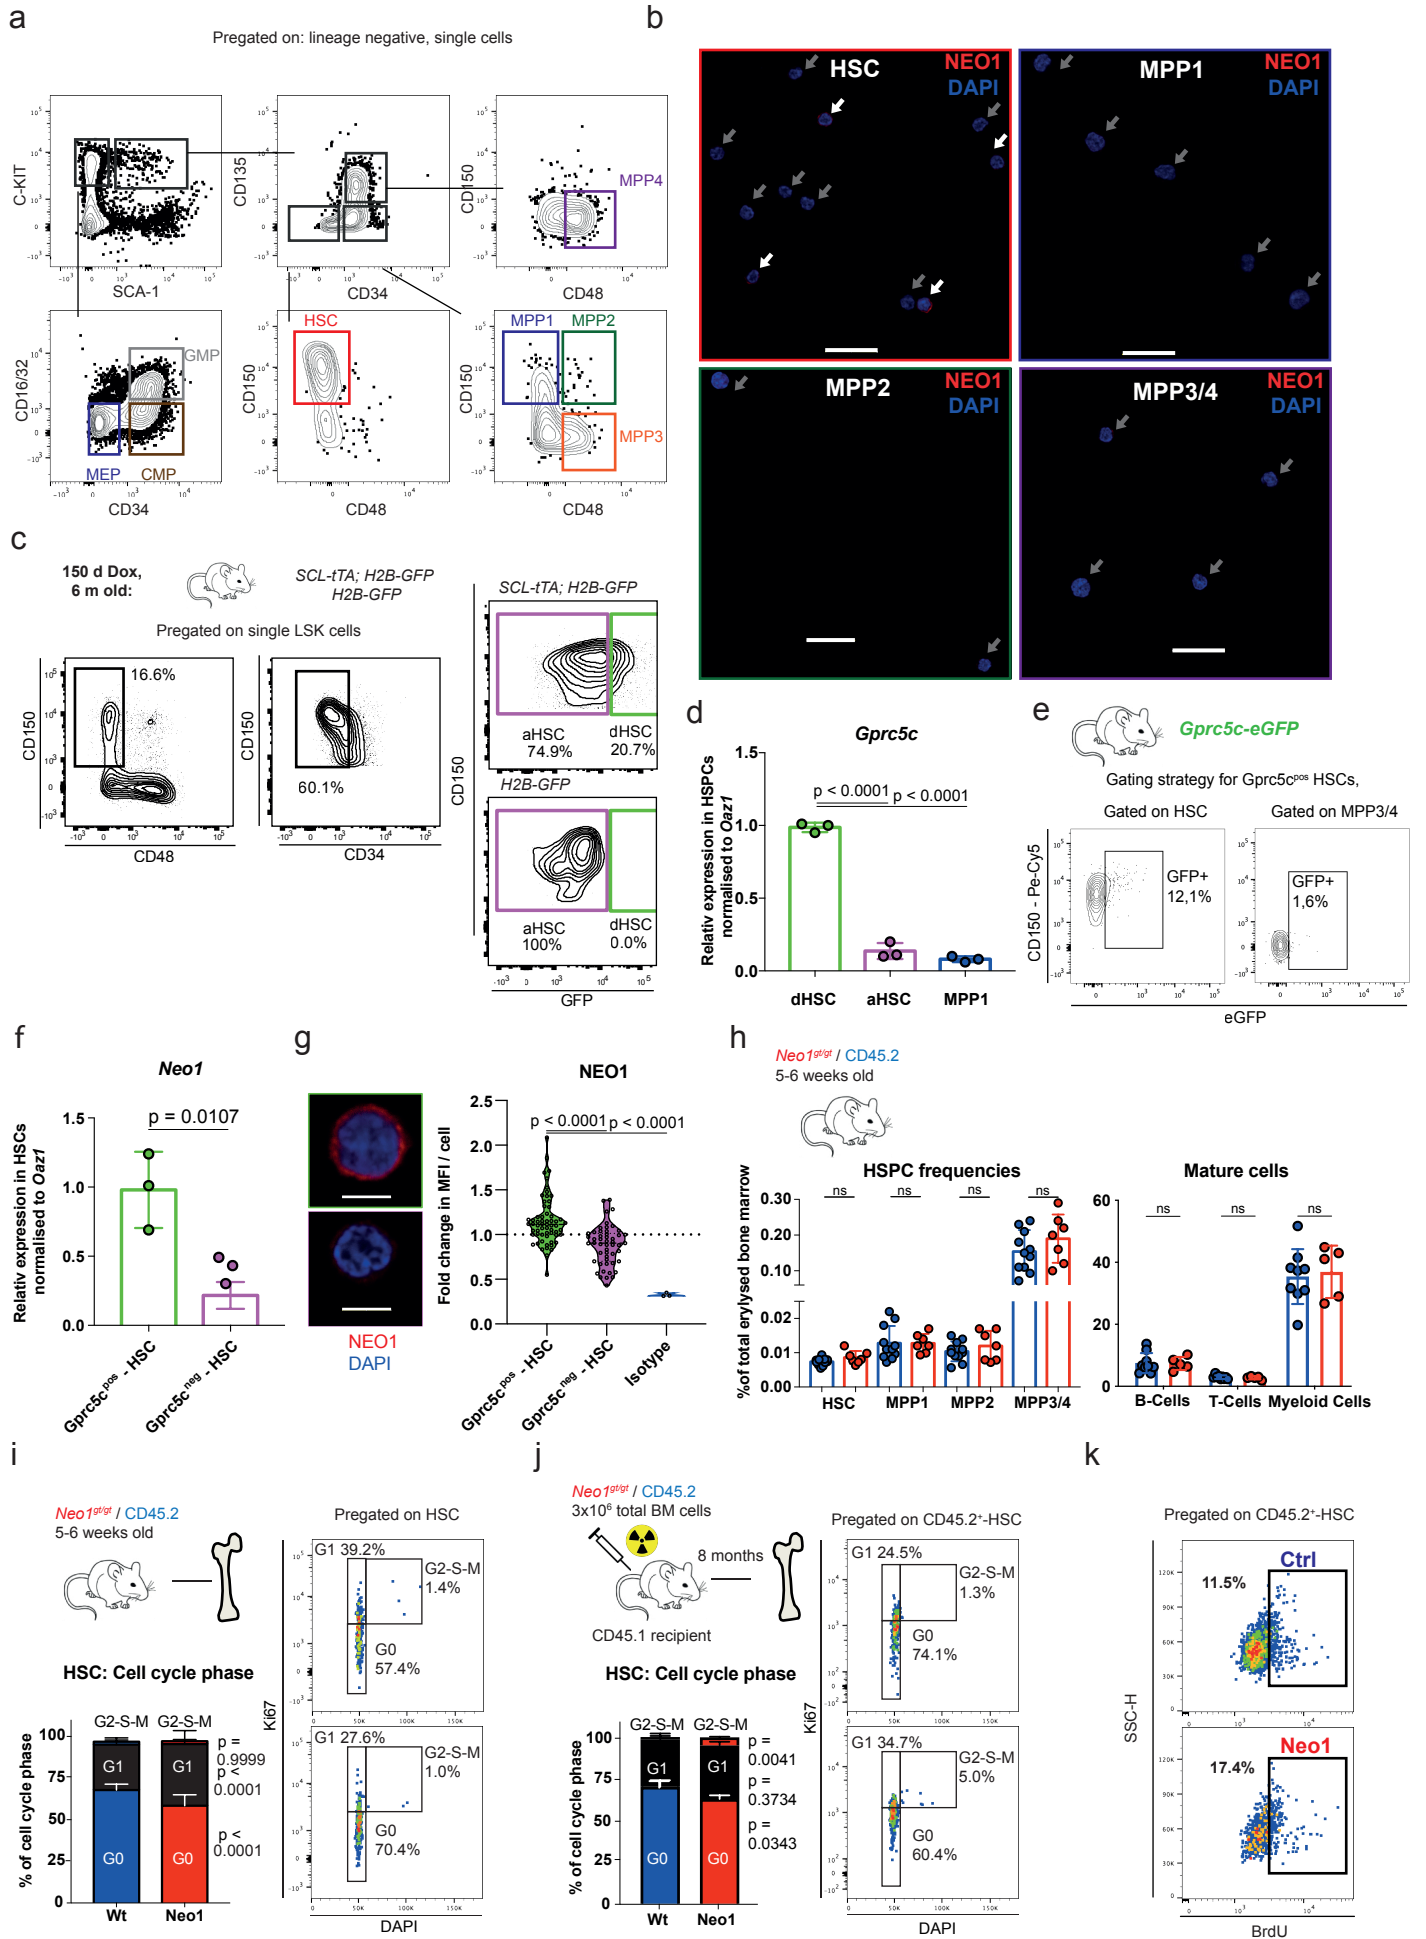

**Supplemental Figure 1: Additional data regarding Neo1 expression in HSPC and Neo1-mutant mice**

- a) Gating strategy for HSPC as sorted in Figure 1b/c.
- b) Representative images as depicted for Figure 1c. White arrows indicate NEO1 high, gray arrows NEO1 low cells. Scalebar is 20  $\mu$ m
- c) Gating strategy for label retaining cells (LRC) in *SCL-tTA; H2B-GFP* as well as *H2B-GFP* control mice chased for 5 months with Doxycyclin.
- d) Relative expression of *Gprc5c* in HSPCs from *SCL-tTA; H2B-GFP*, after 5 months chase; n = 3.
- e) Gating strategy for *Gprc5c*-GFP positive HSCs.
- f) Relative expression of *Neo1* in HSPCs from *Gprc5c-GFP* mice; n = 3.
- g) Fold change of MFI / cell of NEO1 in *Gprc5c*<sup>+</sup>- and *Gprc5c*<sup>-</sup>-HSCs from *Gprc5c-GFP* mice; n = 3 (Isotype), 51 (*Gprc5c*<sup>-</sup>), 61 (*Gprc5c*<sup>+</sup>), 2 independent experiments.
- h) Absolute frequencies of HSPCs derived from 5-6 weeks old Wt and *Neo1<sup>gt/gt</sup>* bone marrow; n = 7(Neo1)-11(Ctrl), 5 independent experiments and of mature bone marrow cells; n=5(Neo1)-9(Ctrl), 4 independent experiments.
- i) Representative FACS plots and analysis of HSCs cell cycle phases derived from 5-6 weeks old Wt and *Neo1<sup>gt/gt</sup>* mice; n = 7(Neo1)-11(Ctrl); 5 independent experiments.
- j) Representative FACS plots and analysis of cell cycle phases of CD45.2<sup>+</sup> HSCs derived full Wt and *Neo1<sup>gt/gt</sup>* chimeras 8 months after transplantation; n = 8(Ctrl)-10(Neo1), 2 independent experiments.
- k) Representative FACS plots of BRDU in CD45.2<sup>+</sup> HSCs in full Wt and *Neo1<sup>gt/gt</sup>* chimeras at 4 months after transplantation.

For all panels,  $\pm$  SD is shown. n indicates biological replicates. Scale bars in IF images are 5  $\mu$ m unless stated otherwise. P-value determined by two-tailed t test unless stated otherwise. Source data are provided as a Source Data file.

## Supplemental Figure 2

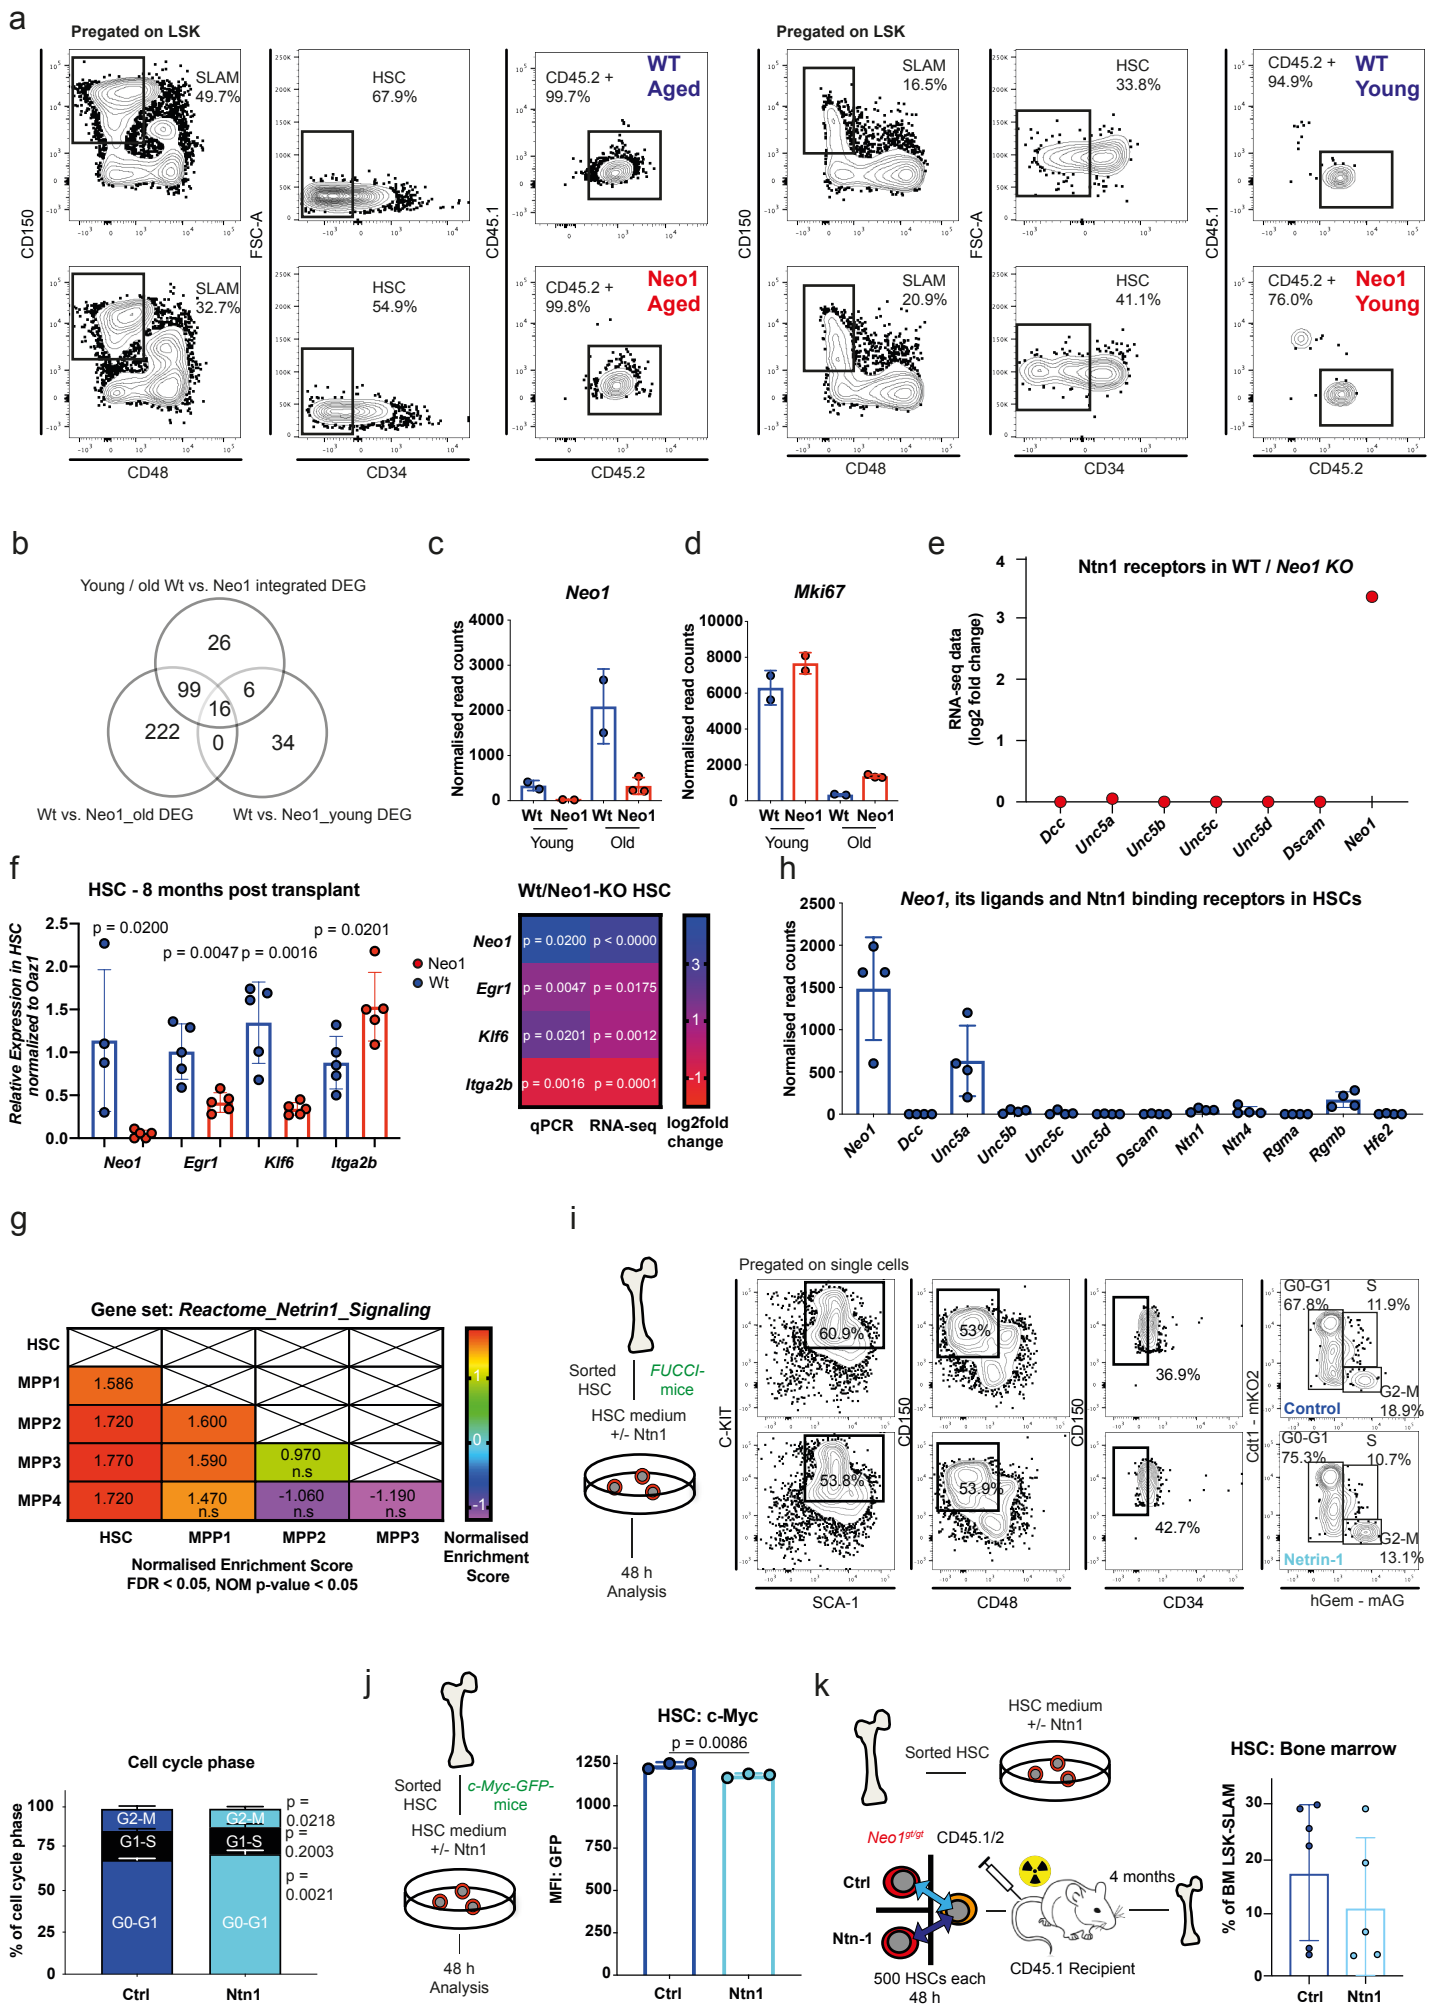

**Supplemental Figure 2: Additional data regarding Neo1 RNA-seq, Ntn1 signalling in HSPC and Ntn1 in vitro experiments**

- a) Representative FACS plots for gating strategy of HSCs in full Wt and *Neo1<sup>gt/gt</sup>* chimeras at 4 and 15 months after transplantation as used for figure 4.
- b) Venn Diagram indicating the overlap of DEG with an adjusted p-value < 0.05 from RNA-seq of “young” and “old” Wt vs. *Neo1<sup>gt/gt</sup>* HSCs as well as integrated young and old Wt vs *Neo1<sup>gt/gt</sup>*
- c) Normalised read counts of from *Neo1* in HSCs from young and old Wt and *Neo1<sup>gt/gt</sup>* chimeras, n= 4 (Ctrl)-5 (Neo1).
- d) Normalised read counts of from *Mki67* in HSCs from young and old Wt and *Neo1<sup>gt/gt</sup>* chimeras, n= 4 (Ctrl)-5 (Neo1).
- e) Fold change of Ntn1 receptors in Wt vs. *Neo1<sup>gt/gt</sup>* HSCs.
- f) Relative expression of *Neo1*, *Egr1*, *Klf6* and *Itga2b* in HSCs derived from Wt and *Neo1<sup>gt/gt</sup>* chimeras eight month after transplantation and heatmap comparing qRT-PCR changes with RNA-seq changes displayed are log2fold changes. n=4 (Wt)-6(*Neo1<sup>gt/gt</sup>*) .
- g) Normalised read counts of Neo1 ligands and Ntn1 receptors in HSCs, derived from Cabezas-Wallscheid et al.
- h) GSEA of a Ntn1 Gene set in all HSPC comparisons, expression changes derived from Cabezas-Wallscheid et al., FDR < 0.05, NOM p-value < 0.05.
- i) Workflow, quantification and representative cell cycle plots of HSCs addressed with *FUCCI-mice* 48 h after Ntn1 treatment; n = 7.
- j) Workflow and quantification of GFP levels in HSCs derived from *c-Myc-GFP* mice, 48 h after Ntn1 treatment; n = 3.
- k) Workflow and chimerism of BM LSK-SLAM cells 4 months after competitive transplantation of Control- vs. Ntn1 treated *Neo1<sup>gt/gt</sup>* HSCs; n = 5 (Ntn1)-6(Ctrl).

For all panels, ± SD is shown. n indicates biological replicates. P-value determined by two-tailed t test unless stated otherwise. Source data are provided as a Source Data file.

# Supplemental Figure 3

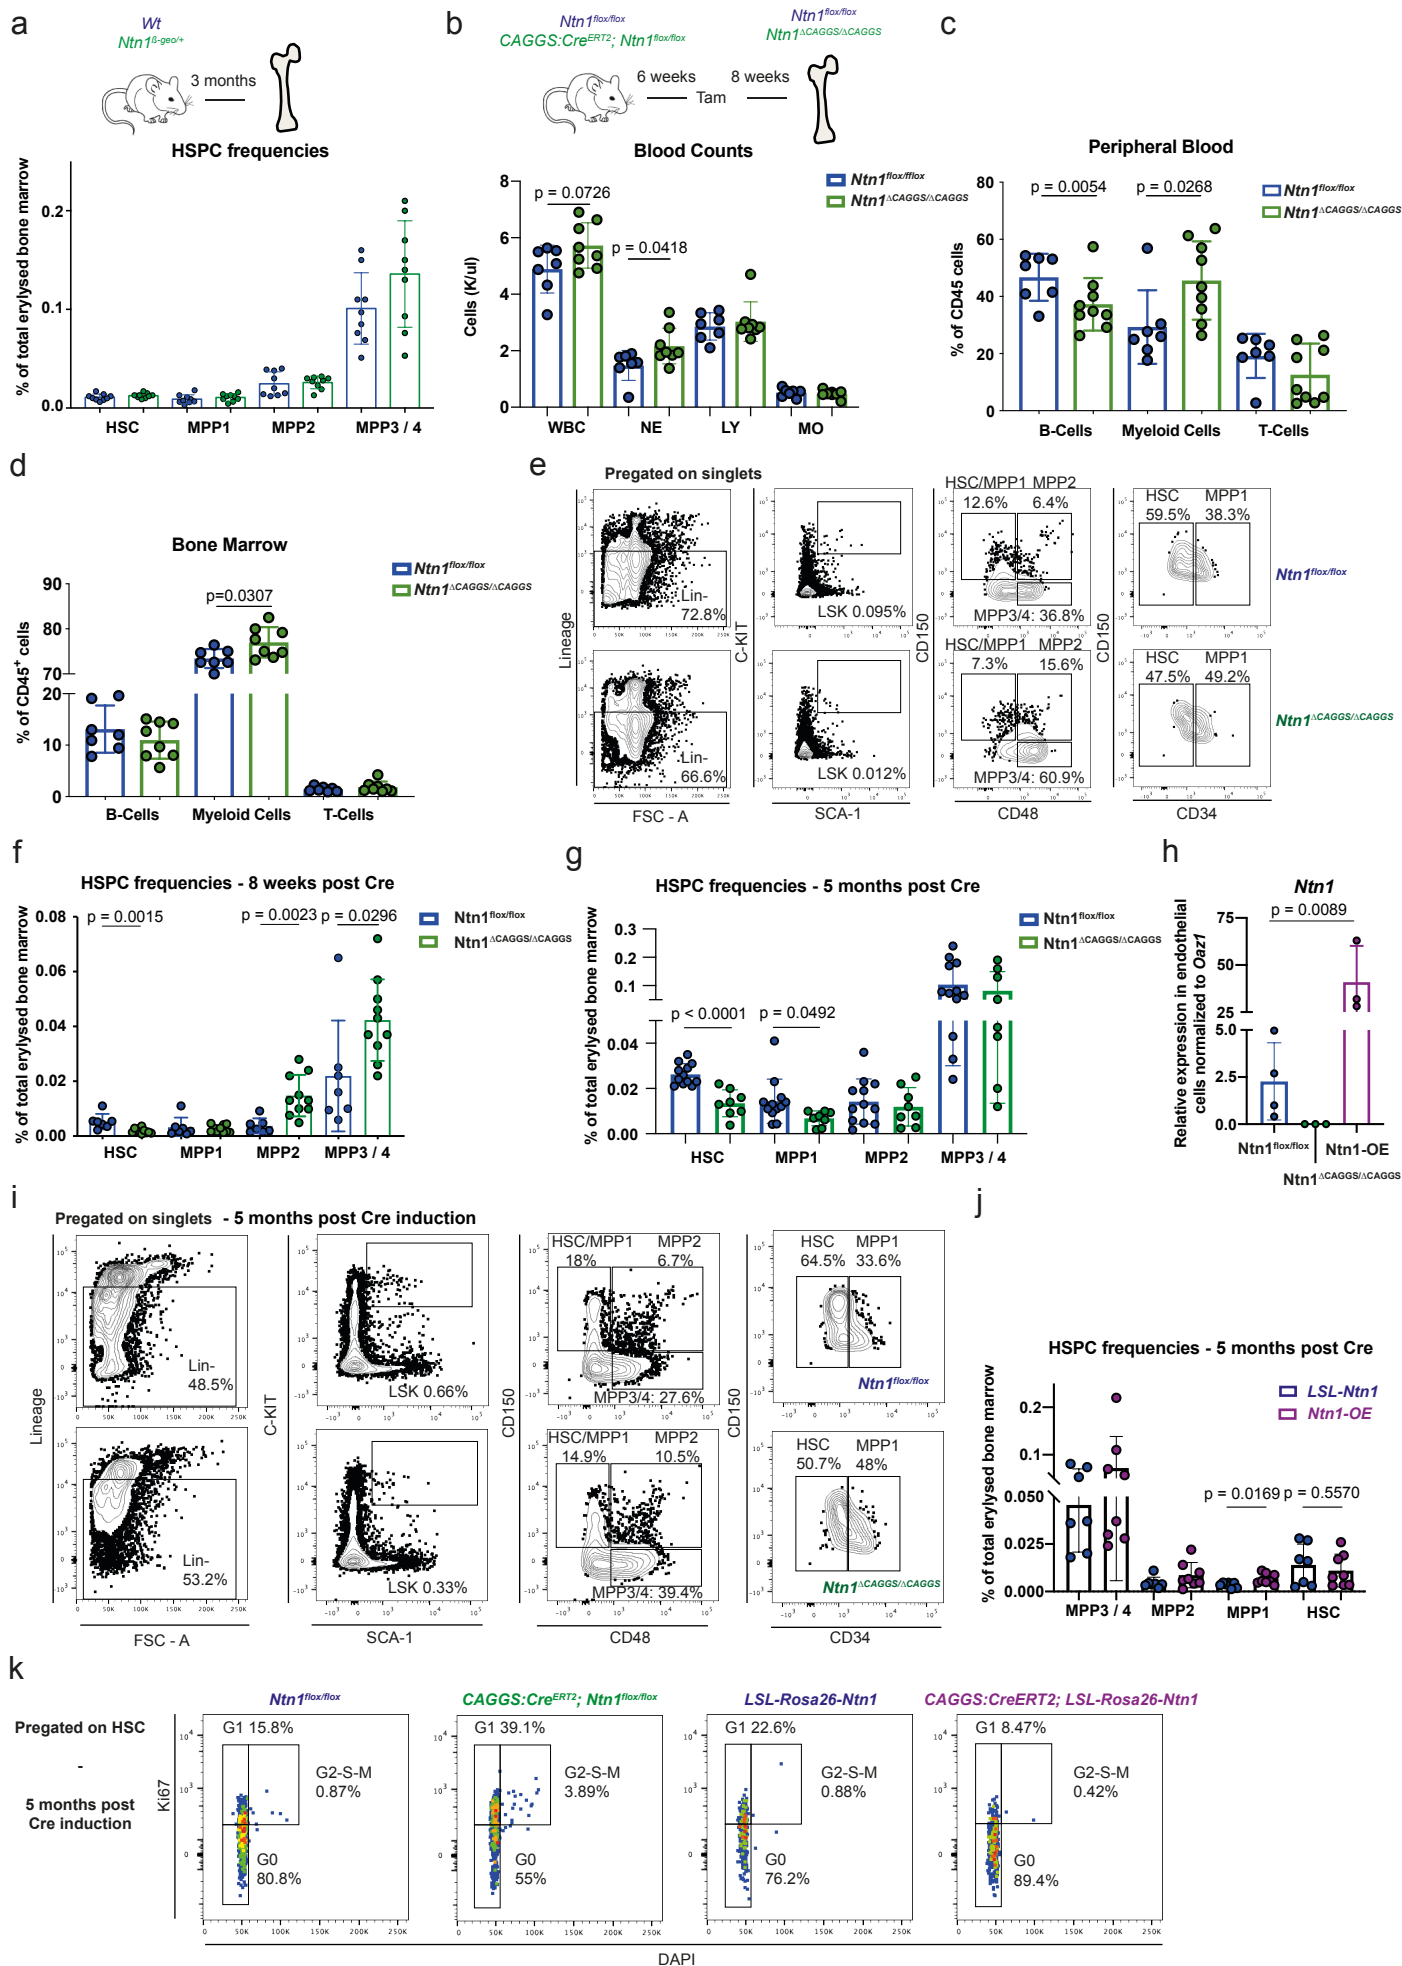

### Supplemental Figure 3: Additional data regarding *Ntn1* transgene animals

- a) Frequencies of HSPCs in *Ntn1* <sup>$\beta$ -geo/+</sup> or Wt mice; n = 9, 2 independent experiments.
- b) Absolute blood counts derived from *Ntn1*<sup>flox/flox</sup> and *Ntn1* <sup>$\Delta$ CAGGS/ $\Delta$ CAGGS</sup> mice, 8 weeks after deletion; n = 7(flox)-8( $\Delta$ CAGGS), 2 independent experiments.
- c) Frequencies of differentiated cells in peripheral blood of *Ntn1*<sup>flox/flox</sup> and *Ntn1* <sup>$\Delta$ CAGGS/ $\Delta$ CAGGS</sup> mice, 8 weeks after deletion; n = 7(flox)-8( $\Delta$ CAGGS), 2 independent experiments.
- d) Frequencies of differentiated cells in bone marrow of *Ntn1*<sup>flox/flox</sup> and *Ntn1* <sup>$\Delta$ CAGGS/ $\Delta$ CAGGS</sup> mice, 8 weeks after deletion; n = 7(flox)-8( $\Delta$ CAGGS), 2 independent experiments.
- e) Gating strategy for analysis of HSPC frequencies in *Ntn1*<sup>flox/flox</sup> and *Ntn1* <sup>$\Delta$ CAGGS/ $\Delta$ CAGGS</sup> mice, 8 weeks after deletion.
- f) Frequencies of BM HSPCs in *Ntn1*<sup>flox/flox</sup> and *Ntn1* <sup>$\Delta$ CAGGS/ $\Delta$ CAGGS</sup> mice, 8 weeks after deletion; n = 7(flox)-10( $\Delta$ CAGGS), 2 independent experiments.
- g) Frequencies of BM HSPCs in *Ntn1*<sup>flox/flox</sup> and *Ntn1* <sup>$\Delta$ CAGGS/ $\Delta$ CAGGS</sup> mice, 5 months after deletion; n = 8( $\Delta$ CAGGS)-12(flox)-, 3 independent experiments.
- h) Relative expression of *Ntn1* in endothelial cells derived from *Ntn1*<sup>flox/flox</sup>, *Ntn1* <sup>$\Delta$ CAGGS/ $\Delta$ CAGGS</sup> or *Ntn1*-OE mice, 5 months after deletion; n = 3( $\Delta$ CAGGS/OE)-4(flox).
- i) Gating strategy for analysis of HSPC frequencies in *Ntn1*<sup>flox/flox</sup> and *Ntn1* <sup>$\Delta$ CAGGS/ $\Delta$ CAGGS</sup> mice, 8 weeks after deletion.
- j) Frequencies of BM HSPCs in LSL-Rosa26-*Ntn1* and *Ntn1*-OE mice, 5 months after deletion; n = 7(LSL)-8(OE), 3 independent experiments.
- k) Gating strategy for cell cycle analysis as depicted in Figure 6g

For all panels,  $\pm$  SD is shown. n indicates biological replicates. P-value determined by two-tailed t test unless stated otherwise. Source data are provided as a Source Data file.

Supplemental Figure 4

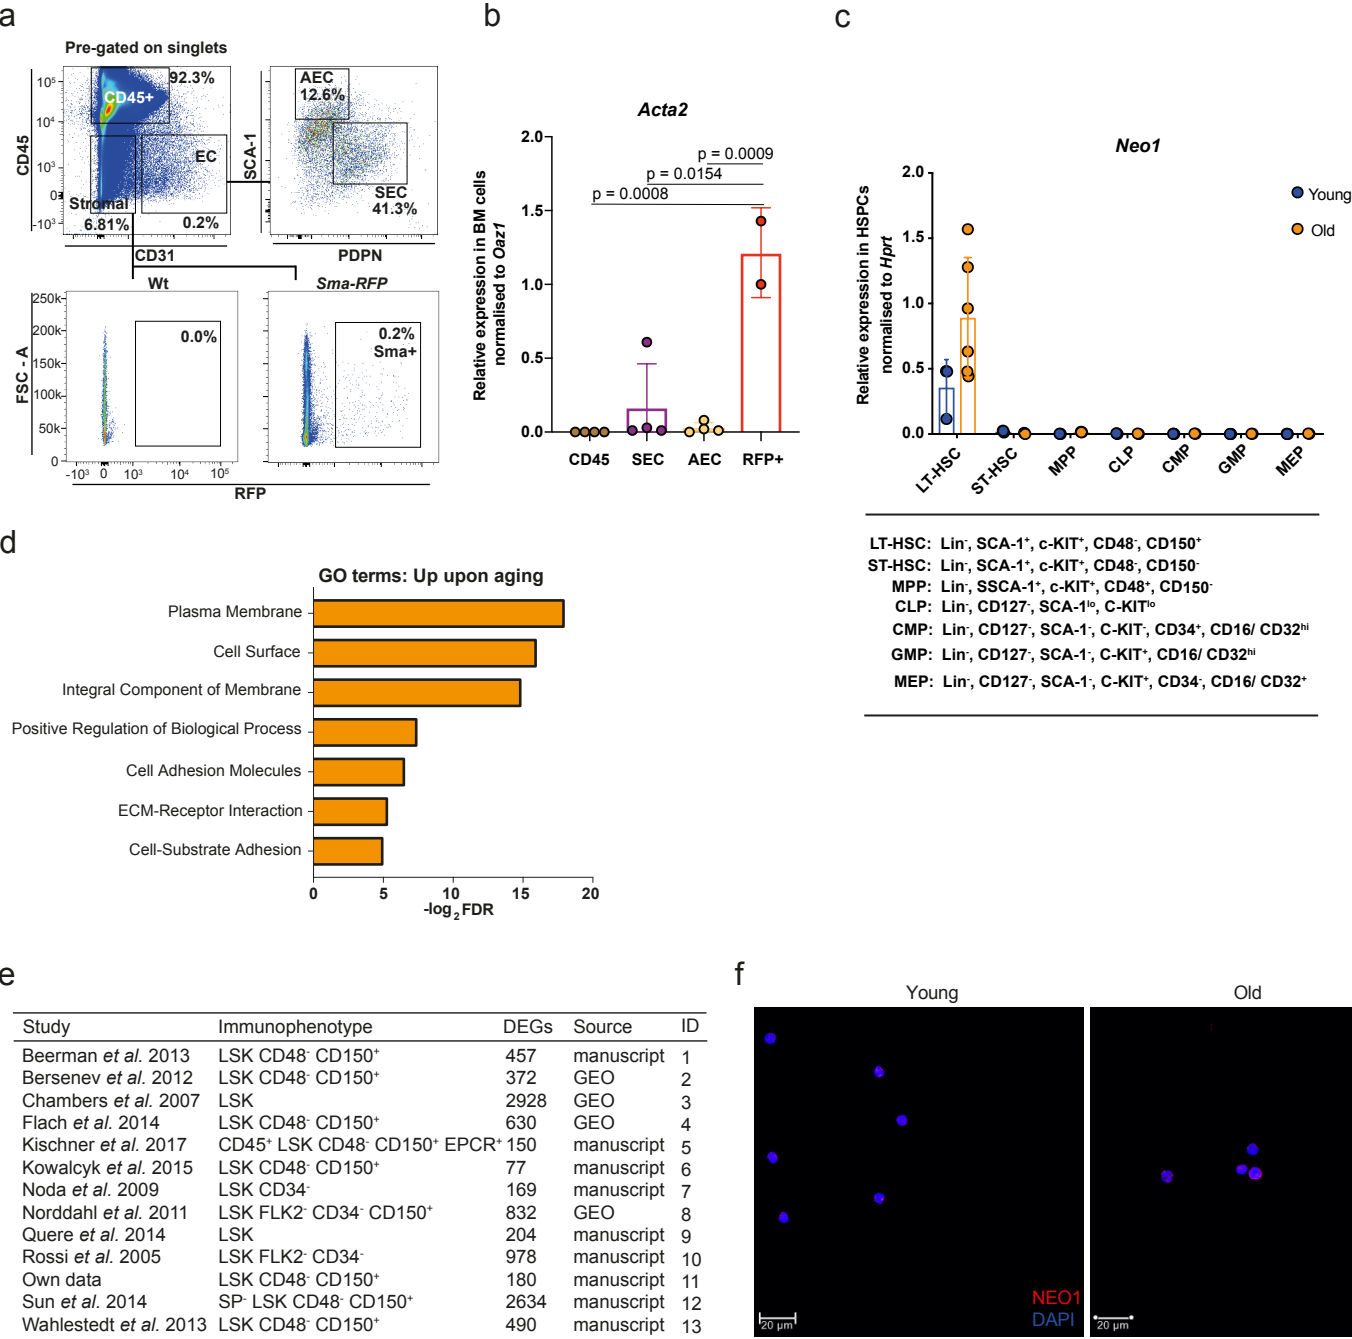

#### **Supplemental Figure 4: Additional data regarding *Neo1*/ *Ntn1* expression in aged mice**

- a) Gating strategy for AEC, SEC and SMC in *Sma-RFP* mice.
- b) Relative expression of *Acta2* in bone marrow cells; n = 2(RFP+)-4(SEC/AEC/CD45).
- c) Relative expression of *Neo1* in HSPCs of 6- or 24 month-old mice. Mice were housed in ERIBA, Groningen; n = 3 (young), 2-6(old).
- d) GO-term analysis on DEGs upregulated upon ageing in RNA-seq of LSK-SLAM cells derived from 6- and 24 month-old mice.
- e) Overview of ageing datasets used for Figure 1D, the respective immunophenotype, DEGs detected, ID in Figure 7f and reference is indicated.
- f) Representative images as analysed in Figure 7e.

For all panels,  $\pm$  SD is shown. n indicates biological replicates. Scale bars in IF images are 20  $\mu$ m. P-value determined by two-tailed t test unless stated otherwise. Source data are provided as a Source Data file.

## Supplemental Methods

Primers used for quantitative RT-PCR in the study:

| Gene          | Forward-Primer                 | Reverse-Primer              |
|---------------|--------------------------------|-----------------------------|
| <i>Acta2</i>  | CTC TCT TCC AGC CAT CTT TCA T  | TAT AGG TGG TTT CGT GGA TGC |
| <i>Cdk6</i>   | TGT GCA CAC ATC AAA CAA CCT    | AGG TTG TTT GAT GTG TGC ACA |
| <i>Gprc5c</i> | GAG ATG GCC CTG ATG CAC        | CAG GGT TGA GTT GGC ACT G   |
| <i>Itga2b</i> | CAA CCG AGA CGG CTA TAA TGA    | CAC TTG GCC CTG ACC ACT     |
| <i>Oaz1</i>   | TTT CAG CTA GCA TCC TGT ACT CC | GAC CCT GGT CTT GTC GTT AGA |
| <i>Sdha</i>   | AAG TTG AGA TTT GCC GAT GG     | CAG AAG TCG ATG CAG AAC CA  |
| <i>Egr1</i>   | AGT TCC AAC GCC CTC TGA C      | ACA GGA ACC CGA ACC ACA     |
| <i>Hprt</i>   | GAC TTG CTC GAG ATG TCA        | TGT AAT CCA GCA GGT CAG     |
| <i>Gata1</i>  | TCC CAG TCC TTT CTT CTC TCC    | TGA GGC CAG AGA GTG TGT GA  |
| <i>Cd48</i>   | GTG TCT GGT CCT GGA ACT GC     | GAT ATA AAT GCC ACC ACC GG  |
| <i>cMyc</i>   | CAC CAG CAG CGA CTC TGA        | GGG GTT TGC CTC TTC TCC     |
| <i>Actb</i>   | GCT TCT TTG CAA GCT CCT TCG T  | ATC GTC ATC CAT GGC GAA CT  |
| <i>Ntn1</i>   | GCA AGC TGA AGA TGA ACA TGA    | CTT TGT CGG CCT TCA GGA     |
| <i>Neo1</i>   | GCA TAA CCT CGG ACC ACA AT     | GCT GCT CTC ACA GTC AAT GG  |

Datasets used for Expression analysis in young vs. old HSPC:

| Study          | PMID     | URL                                                                                                                             |
|----------------|----------|---------------------------------------------------------------------------------------------------------------------------------|
|                |          | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE39">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE39</a> |
| Bersenev 2012  | 22812478 | 553                                                                                                                             |
|                |          | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE65">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE65</a> |
| Chambers 2007  | 17676974 | 03                                                                                                                              |
|                |          | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE48">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE48</a> |
| Flach 2014     | 25079315 | 893                                                                                                                             |
|                |          | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE70">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE70</a> |
| Grover 2016    | 27009448 | 657                                                                                                                             |
|                |          | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE87">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE87</a> |
| Kirshner 2017  | 28538171 | 631                                                                                                                             |
|                |          | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE59">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE59</a> |
| Kowalczyk 2015 | 26430063 | 114                                                                                                                             |
|                |          | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE10">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE10</a> |
| Mann 2018      | 30540934 | 0428                                                                                                                            |
|                |          | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE27">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE27</a> |
| Norddahl 2011  | 21549326 | 686                                                                                                                             |
|                |          | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE47">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE47</a> |
| Sun 2014       | 24792119 | 819                                                                                                                             |
| Wahlestedt     |          | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE44">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE44</a> |
| 2013           | 23476050 | 923                                                                                                                             |
| Maryanovich    |          | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE10">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE10</a> |
| 2018           | 29736022 | 9546                                                                                                                            |

## Antibodies used for flow cytometry or stainings

For flow cytometry antibodies, multiple different lots have been used over the course of this study.

|                                                           |                |                                                |
|-----------------------------------------------------------|----------------|------------------------------------------------|
| anti-mouse CD4-PE-Cy7 (clone: GK1.5) Use: 1:1000          | eBioscience    | Cat#25-0041-82; RRID: AB_469576                |
| anti-mouse CD8a-PE-Cy7 (clone: 53-6.7) Use: 1:1000        | eBioscience    | Cat#25-0081-81; RRID: AB_469583                |
| anti-mouse CD11b-PE-Cy7 (clone: M1/70) Use: 1:1000        | eBioscience    | Cat#25-0112-82; RRID: AB_469588                |
| anti-mouse B220-PE-Cy7 (clone: RA3-6B2) Use: 1:1000       | eBioscience    | Cat#25-0452-81; RRID: AB_469626                |
| anti-mouse Ter119-PE-Cy7 (clone: TER-119) Use: 1:1000     | eBioscience    | Cat#25-5921-81; RRID: AB_469660                |
| anti-mouse Gr1-PE-Cy7 (clone: RB6-8C5) Use: 1:1000        | eBioscience    | Cat#25-5931-82; RRID: AB_469663                |
| anti-mouse CD117(c-Kit)-APC (clone: 2B8) Use: 1:1000      | eBioscience    | Cat#17-1171-82; RRID: AB_469430                |
| anti-mouse Ly-6A/E(Sca-1)-APC-Cy7 (clone: D7) Use: 1:1000 | BD Biosciences | Cat#560654; RRID: AB_1727552                   |
| anti-mouse CD150-PE-Cy5 (clone: TC15) Use: 1:1000         | BioLegend      | Cat#115912; RRID: AB_493598                    |
| anti-mouse CD48-PB (clone: HM48-1) Use: 1:1000            | BioLegend      | Cat#103418; RRID: AB_756140                    |
| anti-mouse CD135-PE (clone: A2F10) Use: 1:1000            | eBioscience    | Cat#12-1351-81; RRID: AB_465858                |
| anti-mouse CD34-FITC (clone: RAM34) Use: 1:50             | eBioscience    | Cat# 11-0341-82; RRID:AB_465021                |
| anti-human Ki67-AF647 (clone: B56) Use: 1:30              | BD Biosciences | Cat#558615; RRID: AB_647130                    |
| BD APC BrdU Flow Kit                                      | BD Biosciences | Cat#552598                                     |
| anti-mouse CD45-FITC (clone: 30-F11) Use: 1:500           | eBioscience    | Cat # 11-0451-82, RRID:AB_465050               |
| anti-mouse CD45.1-PB (clone: A20) Use: 1:500              | eBioscience    | Cat#25-0453-82; RRID: AB_469629                |
| anti-mouse CD45.2-FITC (clone: 104) Use: 1:500            | eBioscience    | Cat #11-0454-82; RRID:AB_465061                |
| Anti-mouse CD127- PE (clone: SB/199) Use: 1:500           | BioLegend      | Cat#121111; , RRID:AB_493510                   |
| Anti-mouse CD16/32- PE-cy7 (clone: 93) Use: 1:100         | BioLegend      | Cat#101317, RRID:AB_2104157                    |
| Anti-GFP AF488 Use: 1:500                                 | abcam          | Cat#ab192863, GR201295-1                       |
| anti-mouse Cdk6 (clone:K6.83) Use: 1:500                  | abcam          | Cat#ab77674, RRID:AB_1566039, Lot: 268274-4    |
| anti-mouse Neo1(clone: RM0124-3G55) Use: 1:500            | Abcam          | Cat#ab86577; RRID:AB_1925240, Lot: GR137-230-1 |
| anti-mouse Neo1-Biotin Use: 1:500                         | R&D            | Cat#BAF1079; RRID:AB_2251295                   |
| Anti-mouse Pdpn- APC (clone: 8.1.1) Use: 1:100            | Biolegend      | Cat# 127409, RRID:AB_10612940                  |
| Anti-mouse CD31- BV421 (clone: 390) Use: 1:100            | Biolegend      | Cat# 102424, RRID:AB_2650892                   |

# Supplementary material for: Niche derived netrin-1 regulates hematopoietic stem cell dormancy via its receptor neogenin-1
**Source:** Nat Commun. 2021 Jan 27;12:608. doi: 10.1038/s41467-020-20801-0
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

BD FACSDiva v8.0.3 (Flowcytometers and sorters, BD Bioscience), ZEN blue v2.5 (Zeiss international)

Data analysis

FlowJo, Versions 6-10.5.3, statistical analysis with Graphpad Prism, versions 6-8.1.2, R-studio v3.5.2 ([www.r-project.org](http://www.r-project.org)), GSEA software v3.0 (Broad institute), Bioconductor scripts: STAR\_2.6.1a, HTSeq\_0.9.1, ggplot2\_3.1.0, DESeq2\_1.20.0, edgeR\_3.24.3, FIJI v.2.0

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

RNA-seq data has been deposited in online repositories: Data linked to figure 4: MTAB-7902 (<https://www.ebi.ac.uk/arrayexpress/experiments/E-MTAB-7902/>), data linked to figure 7: GSE128050 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE128050>). Expression data from young and old Neo1 mutant or control HSC can be found in supplemental table 1. Expression data from the analysis of young and old LSK-SLAM cells can be found in supplemental table 2, Source data for all 7 main figures and all 4 supplementary figures is available in supplemental table 3. Nucleotide sequences and all other source data is available upon reasonable request from the corresponding author.

# Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                            |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size was determined based on extensive experience with similar experiments in our laboratory (Cabezas-Wallscheid et al., 2014 and 2017, Wilson et al. 2008).                                        |
| Data exclusions | Sample exclusion was done only as a result of premature mouse death or if clear errors in pre-processing occurred (Figure 2e, 12w timepoint, Figure3d, 10+ 12 month timepoint).                            |
| Replication     | All attempts of replication were successful. Key experiments were performed at least twice, exact number of independent experiments with various biological replicates can be found in the figure legends. |
| Randomization   | All samples/ mice were analysed and allocated randomly.                                                                                                                                                    |
| Blinding        | No blinding occurred, as the experiments performed made it impossible to implement.                                                                                                                        |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

| Materials & experimental systems    |                                                                 | Methods                             |                                                    |
|-------------------------------------|-----------------------------------------------------------------|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                                           | n/a                                 | Involved in the study                              |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  | <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  | <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          | <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |                                     |                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |                                     |                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |                                     |                                                    |

## Antibodies

Antibodies used

anti-mouse CD4-PE-Cy7 (clone: GK1.5) eBioscience Cat#25-0041-82; RRID: AB\_469576  
 anti-mouse CD8a-PE-Cy7 (clone: 53-6.7) eBioscience Cat#25-0081-81; RRID: AB\_469583  
 anti-mouse CD11b-PE-Cy7 (clone: M1/70) eBioscience Cat#25-0112-82; RRID: AB\_469588  
 anti-mouse B220-PE-Cy7 (clone: RA3-6B2) eBioscience Cat#25-0452-81; RRID: AB\_469626  
 anti-mouse Ter119-PE-Cy7 (clone: TER-119) eBioscience Cat#25-5921-81; RRID: AB\_469660  
 anti-mouse Gr1-PE-Cy7 (clone: RB6-8C5) eBioscience Cat#25-5931-82; RRID: AB\_469663  
 anti-mouse CD117(c-Kit)-APC (clone: 2B8) eBioscience Cat#17-1171-82; RRID: AB\_469430  
 anti-mouse Ly-6A/E(Sca-1)-APC-Cy7 (clone: D7) BD Biosciences Cat#560654; RRID: AB\_1727552  
 anti-mouse CD150-PE-Cy5 (clone: TC15) BioLegend Cat#115912; RRID: AB\_493598  
 anti-mouse CD48-PB (clone: HM48-1) BioLegend Cat#103418; RRID: AB\_756140  
 anti-mouse CD135-PE (clone: A2F10) eBioscience Cat#12-1351-81; RRID: AB\_465858  
 anti-mouse CD34-FITC (clone: RAM34) eBioscience Cat# 11-0341-82; RRID: AB\_465021  
 anti-human Ki67-AF647 (clone: B56) BD Biosciences Cat#558615; RRID: AB\_647130  
 BD APC BrdU Flow Kit BD Biosciences Cat#552598  
 anti-mouse CD45-FITC (clone: 30-F11) eBioscience Cat # 11-0451-82, RRID: AB\_465050  
 anti-mouse CD45.1-PB (clone: A20) eBioscience Cat#25-0453-82; RRID: AB\_469629  
 anti-mouse CD45.2-FITC (clone: 104) eBioscience Cat #11-0454-82; RRID: AB\_465061  
 Anti-mouse CD127- PE (clone: SB/199) BioLegend Cat#121111; , RRID: AB\_493510  
 Anti-mouse CD16/32- PE-cy7 (clone: 93) BioLegend Cat#101317, RRID: AB\_2104157

Anti-GFP AF488 abcam Cat#ab192863, Lot:GR201295-1  
 anti-mouse Cdk6 (clone:K6.83) abcam Cat#ab77674, RRID:AB\_1566039, Lot: 268274-4  
 anti-mouse Neo1(clone: RM0124-3G55) abcam Cat#ab86577; RRID:AB\_1925240, Lot: GR137-230-1  
 anti-mouse Neo1-Biotin R&D Cat#BAF1079; RRID:AB\_2251295  
 Anti-mouse Pdpn- APC (clone: 8.1.1) Biolegend Cat# 127409, RRID:AB\_10612940  
 Anti-mouse CD31- BV421 (clone: 390) Biolegend Cat# 102424, RRID:AB\_2650892

For flow cytometry antibodies, Lot numbers can't reasonably be provided, as multiple different lots have been used over the course of this study. Depending on the individual experimental setting flow cytometry antibodies from the same clone but coupled to different fluorochromes were used.

#### Validation

All flow cytometry antibodies were already established and commonly used in our laboratory and have been published multiple times by us and other groups. Primary Antibodies used for IF of NEO1 were validated on liver sections of Neo1gt/gt mice as previously described (Zhou et al., 2010, blood). CDK6 was validated on more vs. less quiescent cells as described in Cabezas et al., 2017, Cell).

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

#### Laboratory animals

C57BL/6J background:SCL-tTA; H2B-GFP, Gprc5c-GFP, Fucci1, Neo1gt/gt, Ntn1 $\beta$ geo/+, Ntn1fl/fl, + / LSL-Rosa26-Ntn1 , CAGGS:CreERT2;Ntn1fl/fl, CAGGS:CreERT2;+ / LSL-Rosa26-Ntn1, SMA:CreERT2;Ntn1fl/fl, c-Myc-eGFP, p65-GFP and wildtype C57BL/6J, Ly5.1 or C57BL/6J;Ly5.1 mice.

BALB/C-background:

Sma-RFP mice

For all experiments age and sex matched littermate controls were used. Male and female animals were used. Mice were between 5- weeks to 30 months of age, depending on the respective experiments.

#### Wild animals

No wild animals were used in this study

#### Field-collected samples

No field collected samples were used in this study

#### Ethics oversight

All experiments were approved by the Regierungspräsidium Karlsruhe, Animal Care and Use Committee of Albert Einstein College of Medicine, the Instantie voor Dierenwelzijn (IvD) committee, Universitair Medisch Centrum Groningen/Rijksuniversiteit Groningen or University of Lyon local Animal Ethic Evaluation Committee

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

#### Sample preparation

Briefly, BM was isolated from pooled femora, tibiae, ilia and vertebrae by gentle crushing in PBS using a mortar and pestle. If no depletion of lineage-positive cells was performed, lysis of erythrocytes was performed using ACK Lysing Buffer (Thermo Fisher Scientific). To deplete lineage-positive cells for experiments involving cell-sorting, we used the Dynabeads Untouched Mouse CD4 Cells Kit (Invitrogen). Briefly, total BM was stained for 30 min with 100  $\mu$ l / mouse of the Lineage Cocktail provided in the Dynabeads Untouched Mouse CD4 Cells Kit (Invitrogen) in PBS. Labelled cells were then incubated for 20 min with 1.5 ml / mouse of washed polyclonal sheep anti-rat IgG coated Dynabeads provided in the Kit. Cells were depleted using a magnet, enriching for the lineage-negative (Lineage-) cell fraction. To purify HSC and MPP1-4, the Lineage- fraction was stained for 30 min

#### Instrument

For cell sorting:  
 FACS Aria I, II and III, FACS Aria Fusion (Becton Dickinson) or MoFlo Astrios or XDP cell sorters (Beckman Coulter)  
 For analysis:  
 LSR II, LSR Fortessa

#### Software

Analysis performed with FlowJo, Versions 6-10.5.3, statistical analysis with Graphpad Prism, versions 6-8.1.2

#### Cell population abundance

Cell frequencies and behaviour, e.g. cell cycle status were in line with published data by our lab and others. Commonly known phenomena like expansion of the HSC compartment upon ageing or myeloid bias were recapitulated. Because of the rarity of the

sorted populations, we did not perform sorts with every experiment, but 1 hour after in vitro culture, >80% of HSC still harboured the correct immunophenotype.

## Gating strategy

### HSC gating:

FSC-A v. SSC-A (cell gate excluding debris) --> FSC-A v. FSC-H (doublet exclusion) --> FSC-A v. Lineage (B220, CD11b, CD4, CD8, Gr1, Ter119 e.g. PE-cy7) (Gating on lineage negative) --> cKIT (APC) v. SCA-1 (APC-cy7) (gating on double pos cells) --> CD150 (PE-Cy5) v. CD48 (PB) (gating on CD150+, CD48-) --> CD150 (PE-Cy5) v. CD34 (FITC)

for transplantations another step with gating on CD45.1 (PB) v. CD45.2 (FITC) was added and fluorochromes were adjusted.

for cell cycle analysis, Ki67 (PE-Cy7) v. DAPI staining was added and fluorochromes were adjusted.

for BrdU analysis, anti-BrdU (APC) was added and fluorochromes were adjusted.

for use of GFP+ or Fucci mice, fluorochromes were adjusted.

for analysis of dormant HSC and isolation of RNA from MPP4 and MPP3 CD135 (PE) was added as an additional marker and fluorochromes were adjusted.

### Differentiated cells:

FSC-A v. SSC-A (cell gate excluding debris) --> FSC-A v. FSC-H (doublet exclusion) --> CD45.1 (PB) v. CD45.2 (FITC) (gated on CD45.2+) --> CD11b/Gr1/CD4/CD8 (PE) v. CD11b/Gr1/B220 (APC)

### For AEC/SEC/SMA-RFP-mice:

FSC-A v. SSC-A (cell gate excluding debris) --> FSC-A v. FSC-H (doublet exclusion) --> CD45 (FITC) v. CD31 (PB) (gating on CD31+, CD45-) --> SCA-1 (APC-cy7) v. PDPN (APC) isolation of AEC/SEC OR pre-gating on CD45-/CD31- --> gating on FSC-A v. RFP isolation of RFP+ stromal cells.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

# Supplementary material for: Niche derived netrin-1 regulates hematopoietic stem cell dormancy via its receptor neogenin-1
**Source:** Nat Commun. 2021 Jan 27;12:608. doi: 10.1038/s41467-020-20801-0
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File Name: Supplemental Data1:**

**Description:** RNA-seq table containing relative expression values of Neo1 mutant vs. wildtype HSCs

**File Name: Supplementary Data 2:**

**Description:** RNA-seq table containing relative expression values of young vs. old HSCs

**File Name: Supplementary Data 3:**

**Description:** Source data table used for generation of plots in this manuscript

How the deposited data were processed for this re-analysis (not part of the article)

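RNA-seq of LSK-SLAM cells from 5 young and 7 old mice was re-analysed from values that the authors deposited. Each mouse was mapped to its age through the sample labels and the paper, which states 5 young and 7 old mice for Fig. 7d. The 24 labelled samples are 2 for each of 12 mice, and a mouse was counted once. The table of normalized read counts holds for each gene and mouse a signal that the authors made by dividing reads per gene by the library size times a scaling factor. The paper's text does not name the aligner, the counting tool or the genome annotation for these libraries. A table of the authors' own comparison was also deposited, with log2 fold changes and log2 CPM, a likelihood-ratio score, and p-values with their FDR, all from edgeR 3.24.3. Its values were set beside those computed here, its genes were compared with the genes called here, and the share of surface-protein families was also tested among its genes higher in old mice. The fold changes of Supplementary Data 2 were set beside those computed here, and its log2 CPM were compared between genes of chromosomes 12 to 17.

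The tests of age and of the label letter were computed from the normalized read counts. Reads were recovered by dividing each value by what 1 read is worth in that mouse. Recovered reads numbered between 861047 and 5118507 per mouse, and counting error is smallest in the deepest libraries. The main comparison used limma 3.58.1 in R 4.3.3 with lmFit and eBayes with trend on log2(value + 1), a minimum mean of 10 and Benjamini-Hochberg adjustment, with a gene called at an adjusted p under 0.05. This design was written for normalized values before the data were examined. It named edgeR's quasi-likelihood test instead in case the values were whole-number counts. The deposited values are whole reads scaled in each mouse, and limma was kept after whole reads had been recovered. The quasi-likelihood test called 18 genes, 16 of them higher in old mice. Among these the surface-protein families held 25% (Fisher's exact test, p = 0.0242). Count tests on those reads used edgeR 4.0.16 and DESeq2 1.42.0. Single values were compared with two-sided exact permutation tests of the difference of means over all 792 splits into 5 and 7, where the smallest p is 0.00126, and families of genes with two-sided Fisher's exact tests. Correlations were tested with 100000 permutations or, within a letter, with all orders. Other steps used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. The procedures were tested on simulated data with known changes, in which none of the calls had the wrong direction. The simulated data held no difference between the letters.

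Named genes were chosen by a rule written before the data were examined. They are *Neo1*, the 13 genes of Fig. 7f, a list of genes that the paper discusses with *Neo1*, a list of ligands and receptors, and up to 5 genes with the largest change in each direction among those called without overlap between the ages. Lower in old mice, 1 gene met the rule. Gene positions, lengths and shared 50-base words came from GENCODE vM21, in which 18745 of the 18762 gene identifiers were found.

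The alternatives were another pseudocount, other minimum means, no trend, the label letter as a covariate, mice of either letter alone, a replicate block, rescaling by median ratios, the count tests, and leaving out each mouse in turn. The replicate numbers come from the sample labels and pair different animals, so that the block covers replicates 1 to 5. Count tests with the letter as a covariate, replicates 1 to 5 without the block, reads thinned to the depth of the shallowest mouse, and scaling without *Gm10800* and the genes that share its sequence were added after the data were seen. GO terms, protein measurements and the published data sets of Fig. 7f were not used here.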

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

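Of the tests in this part, the splits of the mice into 6 and 6, the comparison of progenitor genes, and the comparison of *Gm10800*-like reads between the ages were chosen only after the result was seen. In 74 groups of mice, each of 1 gene or 1 measure at 1 age, a sample stood apart from the others of its group 6 times by Dixon's criterion, where 3.7 would be expected by chance. *Selp* was 58.5 normalized read counts in young mouse 1, against 106 to 113 in the other young mice. *Cd53* was 34.1 in young mouse 5, against 6.87 to 14.1. *Nupr1* was 139 in old mouse 4, against 51.3 to 87.5 in the other old mice. *Egr1* was 622 in young mouse 4, against 212 to 318. *Fos* was 299 in old mouse 6, against 90.6 to 140. *Unc5d* was 57.2 in young mouse 2, against 14.9 to 23.6 in the other young mice. No explanation of these single values was tested, and their number is near the number that chance gives.

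The paper does not report a cell-cycle score for these mice. The mean log2(value + 1) over 83 S-phase and G2/M genes was 6.11 ± 0.19 (SD, n = 5) in young and 5.68 ± 0.17 (SD, n = 7) in old mice, a difference of -0.43 (two-sided exact permutation test, p = 0.00379). Of the 83 genes, 79 were lower in old mice. The score was lower in old mice within both letters, by -0.20 within letter A (exact permutation test, p = 0.2, where the smallest possible is 0.0667) and by -0.65 within letter B (exact permutation test, p = 0.1, the smallest possible there). With mice exchanged only within letters it was -0.44 (exact permutation test over 300 splits, p = 0.01), so that the label letter alone does not account for it. Fewer dividing cells among the LSK-SLAM cells of old mice may be one explanation. Fewer progenitors among the sorted cells may be another. The mean over *Cd34* and *Flt3* was also lower in old mice, with a difference of -0.96, but these genes were compared after values of *Cd34* had been seen, and their difference does not test this explanation. These values do not tell the explanations apart, and the amount of other cells in the sorted fraction was not measured.

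A difference between groups of mice that the paper does not discuss was that between the label letters. With limma, 4636 of 12354 genes differed between letters A and B at an adjusted p under 0.05, 1393 higher and 3243 lower in letter B. Of 100 splits of the 12 mice into 6 and 6, drawn from 462, 1 gave as many genes, the real one, and the next gave 414 genes with 5 mice of letter A on one side. The letters differ in depth, so the reads of every mouse were thinned to 861047. After thinning 3957 genes differed, and 81.0% of the 4636 genes were called both times in the same direction, so that depth alone does not account for the difference. The share of reads on 1202 olfactory and vomeronasal receptor genes, whose products are receptors of sensory neurons, was 1.38% ± 0.491 (SD, n = 6) in letter A and 0.453% ± 0.198 (SD, n = 6) in letter B (exact permutation test, p = 0.00216). A candidate explanation is therefore that libraries with letter A hold more reads that do not come from transcripts. What the letter stands for was not tested, and no biological explanation was tested.

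Reads on 12 genes that share the sequence of *Gm10800* reached 24.3% of all reads in old mouse 7, against 2.26% in old mouse 4. They made up 10.2% ± 5.30 (SD, n = 5) of the reads in young and 12.3% ± 7.04 (SD, n = 7) in old mice, which did not differ (exact permutation test, p = 0.582). In letter A the share was 15.8% ± 5.27 (SD, n = 6) and in letter B 7.11% ± 3.42 (SD, n = 6). Over the 12 mice the share followed that on olfactory and vomeronasal receptor genes, with a Spearman permutation p of 3.00e-05. Because the letters form separate clusters, the relation was also computed within each of them. Pearson's r was 0.594 within letter A (exact permutation test, p = 0.212) and 0.959 within letter B (exact permutation test, p = 0.00417), and Spearman's rho was 0.829 (exact permutation test, p = 0.0583) and 0.943 (exact permutation test, p = 0.0167). Of the 2 relations between measures across mice that were computed, both had a Benjamini-Hochberg adjusted p of 0.000500 for the pooled Pearson's r. These values are in line with a common source of reads that do not come from transcripts, such as DNA, which was not measured. After these genes were left out and the upper-quartile scaling was recomputed, 14 genes changed with age.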

How the results depend on the processing

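The count tests with the label letter as a covariate, the fit of replicates 1 to 5 without the block, the thinning of reads, and the scaling without *Gm10800*-like genes were chosen after the data were seen, and all other settings before the data were examined. The number of genes changed with age, 13 as reported, was 2 without the variance trend, 37 with the label letter as a covariate, 1 with letter A alone, 100 with letter B alone, 5 after rescaling by median ratios, 41 with edgeR's likelihood-ratio test and 58 with DESeq2. With the letter as a covariate in the count tests it was 43 (edgeR quasi-likelihood), 65 (edgeR likelihood ratio) and 80 (DESeq2), and with replicates 1 to 5 without the block it was 8. In the same order of settings, the number of genes higher in old mice, 12 as reported, was 2, 35, 1, 81, 4, 37 and 51, then 40, 55, 66 and 7. Genes lower in old mice, 1 as reported, numbered 2 at a minimum mean of 1, 0 without the trend (215 at an unadjusted p under 0.05), 2 with the letter as a covariate, 0 with letter A alone (70 at an unadjusted p under 0.05), 19 with letter B alone, 2 with edgeR's quasi-likelihood test, 4 with its likelihood-ratio test and 7 with DESeq2. With the letter in the count tests they numbered 3, 10 and 14. Across the 12 fits that each left out one mouse, 3 to 32 genes changed with age, 3 to 30 were higher and 0 to 2 lower. In the 6 of these fits with no lower gene, 163 to 259 were lower at an unadjusted p under 0.05. The cause of these changes in number was not tested. At an adjusted p under 0.1, an alternative set for the surface-protein families, 19 genes were higher in old mice. The counts under the other settings were within 1.5 times those reported. The share of higher genes among the calls was 92.3% as reported and 80% after rescaling by median ratios.

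Of the genes of Fig. 7f, 3 were called in the figure's direction as reported. The number was 1 without the trend, 10 with the letter as a covariate, 0 with letter A alone (8 at an unadjusted p under 0.05), 9 with letter B alone, 5 with the replicate block, 1 after rescaling, 8 with edgeR's likelihood-ratio test and 10 with DESeq2. It was 10 in each of the 3 count tests with the letter, and 1 to 9 when one mouse was left out. The log2 fold change of *Neo1* was positive in every setting, from 0.92 to 1.26 in the settings set before the data were examined other than leaving out a mouse, where it was 0.89 to 1.16. Its adjusted p over these 13 settings ranged from 0.000347 to 1.00. *Neo1* was called with the letter as a covariate (1.11), with letter B alone (1.26), with the replicate block (1.15), and with edgeR's likelihood-ratio test (1.03) and DESeq2 (1.03), as well as with the letter in the quasi-likelihood (1.11), likelihood-ratio (1.11) and DESeq2 (1.11) tests. It was called in none of the 12 fits that left out a mouse, nor in replicates 1 to 5 without the block (limma adjusted p = 0.201).

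Surface-protein families held 25% of the genes higher in old mice with p = 0.0502 from Fisher's exact test. The share passed 0.05 with the letter as a covariate (22.9%), letter B alone (13.6%), edgeR's quasi-likelihood test (25%), its likelihood-ratio test (16.2%), DESeq2 (21.6%) and an adjusted p under 0.1 (21.1%), and with the letter in these count tests (22.5%, 20% and 21.2%) and replicates 1 to 5 without the block (42.9%). Without the trend none of the 2 genes was in a family (0%), below the 7.21% of the other genes. The cause of these changes was not tested. The share ran from 17.6% to 50% when one mouse was left out, and passed 0.05 without old mouse 5 (7 of 30 genes, Fisher's exact test, p = 0.00462) and without old mouse 6 (3 of 6 genes, Fisher's exact test, p = 0.00632), but not in the other 10 fits. The alternative by the word receptor in gene descriptions was not run, because no descriptions were used here. The cell-cycle score difference was no longer past 0.05 within letter A (-0.20), within letter B (-0.65) and in the paired comparison of replicates 1 to 5 with the replicate block (-0.51). None of these 3 settings can pass 0.05, because the smallest exact permutation p is 0.0667 in letter A, 0.1 in letter B and 0.0625 in the paired comparison. With mice exchanged only within letters the difference was -0.44 (exact permutation test over 300 splits, p = 0.01). The difference was -0.49 to -0.36 when one mouse was left out, and past 0.05 in each of these fits.

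For 32 single genes, 991 fits under other settings kept the direction and the side of the threshold in 832 cases, lost significance in 45, gained it in 65 and reversed in 49. The reversals concerned 9 genes. *Itga2b* was -0.011 with letter A alone. With letter B alone *Ntn1* was 0.018, *Unc5c* -0.045 and *Unc5d* -0.12. *Ntn1* was also 0.14 after thinning. *Rgma* was -0.067 with the letter as a covariate, -0.45 with letter B alone, -0.090 with the replicate block and with replicates 1 to 5 without it, and -0.066, -0.063 and -0.061 in edgeR's quasi-likelihood and likelihood-ratio tests and DESeq2 with the letter. Under the same 7 settings *Dcc* was -0.16, -0.64, -0.19, -0.19, -0.18, -0.18 and -0.18. *Unc5b* was 0.012 with a pseudocount of 10 and 0.028, 0.029 and 0.029 in edgeR's quasi-likelihood and likelihood-ratio tests and DESeq2 without the letter. Across the fits that each left out one mouse, log2 fold changes ran from -0.071 to 0.32 for *Egr1*, -0.027 to 0.21 for *Itga2b*, -0.17 to 0.23 for *Ntn1*, -0.031 to 0.49 for *Rgma*, -0.11 to 0.35 for *Dcc*, -0.020 to 0.36 for *Unc5a* and -0.23 to 0.25 for *Unc5b*. The cause of these reversals was not tested.

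Thinned to the 861047 reads of the shallowest mouse, 14 genes changed with age, against 13 with all reads, and 482 had an unadjusted p under 0.05, against 488. *Neo1* had a log2 fold change of 1.12 with a limma adjusted p of 0.115, against 1.00 and 0.256. Depths above those of these libraries were not tested.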

Differences from the paper's values

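The paper's deposited comparison counts 159 genes changed with age, and the count here was 13. None of the alternatives set before the data were examined came within 1.5 times of the paper's count, and the largest was 100 genes with mice of letter B alone. With DESeq2 and the label letter as a covariate, a setting chosen after the data were seen, the count was 80. Figure S4e shows about 180 genes, read by eye, which none of the settings came near either. Of the paper's genes, 107 are higher in old mice against 12 here. With mice of letter B alone 81 were higher, within 1.5 times of the paper's number, and in none of the other alternatives set before the data were examined was this so. The paper counts 52 genes lower in old mice against 1 here, and the largest number under any alternative was 19, with mice of letter B alone. All 13 genes called here are in the authors' deposited table with the same direction, and all 151 of its genes that were tested here had a log2 fold change of the same sign. The paper's log2 fold changes lay nearer to those with the letter as a covariate (root mean square difference 0.0749) than without it (0.145). The paper names no covariate. With the letter, edgeR's likelihood-ratio test called 65 genes, so that both together still do not reach the paper's count.

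In Fig. 7f, about 12 of the 13 genes, read by eye, are marked for the paper's own data, and 3 were called here. Of the alternatives set before the data were examined, the number came within 1.5 times with the letter as a covariate (10), letter B alone (9), edgeR's likelihood-ratio test (8), DESeq2 (10) and without old mouse 5 (9), and in the others it did not. It was also 10 in the 3 count tests with the letter as a covariate, which were chosen after the data were seen. The paper states 30 to 50 M reads per library (M, 1000000), and the reads on genes recovered here were 0.861 to 5.12 M per mouse. The first are sequenced reads and the second reads on genes, and no alternative changes the second.

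The paper marks *Neo1* as higher in old LSK-SLAM cells with an FDR of 2.69e-08 in the authors' deposited table, while its limma adjusted p here was 0.256. *Neo1* was called with the letter as a covariate (limma adjusted p = 0.00256), letter B alone (limma adjusted p = 0.000347), the replicate block (limma adjusted p = 0.0342), edgeR's likelihood-ratio test (adjusted p = 0.0331) and DESeq2 (adjusted p = 0.0259). It was also called in the count tests with the letter as a covariate, chosen after the data were seen (adjusted p = 0.00387, 1.96e-05 and 1.14e-05 for edgeR's quasi-likelihood and likelihood-ratio tests and DESeq2). *Sdpr* in Fig. 7f is the older symbol of *Cavin2*. Fig. 7f does not mark it for the paper's own data, the authors' deposited table lists it as higher in old mice with an FDR of 1.19e-06, and here its log2 fold change was 0.85 with a limma adjusted p of 0.456 and 0.0445 with the letter as a covariate. *Rassf4* and *Runx1t1* are in the authors' deposited table and were called in no setting run here.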

Other observations

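Of the tests in this part, those of reads per mouse and of gene length per mouse between the ages, of *Neo1* against the letter and the depth, of the progenitor genes, and of the genes not analysed here were chosen only after the result was seen. Of the 32 splits of the mice that part each same-numbered pair, 1, the real one, gave as many genes changed with age (13), and the same held for genes higher in old mice (1 of 32), genes lower in old mice (1 of 32) and genes of Fig. 7f called in the figure's direction (1 of 32). The other 31 gave 0 genes, but 9 of the 32, the real one included, had at least as many genes at an unadjusted p under 0.05 as the 488 of the real one, up to 2028 in a split with 1 mouse of letter A on the smaller side. Of 68 other splits drawn at random, 2 gave at least 13 genes. The larger of them gave 4605 genes, with all 5 mice of the smaller side from letter A, and the other gave 1968 with 4 of 5 from letter A and 5 genes of Fig. 7f called in the figure's direction. A split along the letter thus gives more genes than the ages, and the number of calls alone does not tell the age from the letter. With the letter as a covariate, 100% of the 13 genes were still called in the same direction. Age differences that differed between the letters were found for 2 genes (limma adjusted p under 0.05; 424 at an unadjusted p under 0.05).

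Technical explanations for the genes changed with age were tested further. A difference in reads per mouse between the ages was not detected (exact permutation test, p = 0.207). With medians of 3.48 M in young and 2.22 M in old mice, this test does not exclude one. After thinning to 1 depth, a setting chosen after the data were seen, 14 genes were called, 12 of them among the 13. The median exonic length of the 13 genes, 3180 bases, lay at percentile 0.330 of 10000 random lists matched on mean value, and 4 of the 13 were longer than the median of 4632 bases over the genes tested. In each mouse, exonic length was then correlated with the log2 deviations from the gene means across 12351 genes, which are not independent replicates. Spearman's rho was -0.0371 ± 0.0700 (SD, n = 5) in young and 0.0161 ± 0.0661 (SD, n = 7) in old mice and did not differ between the ages (exact permutation test, p = 0.217; within letters, exact permutation test, p = 0.283). The called genes are thus shorter than matched genes, a length bias between the ages was not detected, and why they are shorter was not tested. Their median GC content of 45.8% lay at percentile 9.57. All 12 mice had more than 3 reads on each of 4 Y-linked genes, which goes against a difference in sex. *Xist* was not analysed here. After *Gm10800* and the genes that share its sequence were left out, 14 genes changed with age. As other cell types in the sorted samples, endothelial genes (difference -0.05, exact permutation test, p = 0.798), megakaryocyte genes (-0.12, exact permutation test, p = 0.499) and genes of mature blood cells (0.44, exact permutation test, p = 0.563) did not differ detectably in their list means between the ages. Higher in old mice were 4 of the 9 endothelial, 3 of the 5 megakaryocyte and 7 of the 8 mature blood cell genes. The difference of the last list was similar in size to that of the cell-cycle score, and mature blood cells in single samples are not ruled out.

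*Cd34*, chosen after its values were seen, fell from 182 ± 53.0 (SD, n = 5) to 84.5 ± 10.4 normalized read counts (SD, n = 7), with a log2 fold change of -1.04 (standard error 0.20, limma adjusted p = 0.0544). With the label letter as a covariate the log2 fold change of *Cd34* was -0.99 (limma adjusted p = 0.00856). Within letter B it was -1.10 (limma adjusted p = 0.000808), and within letter A it was -0.87 and not called. Of the 13 settings set before the data were examined other than leaving out a mouse, 6 called *Cd34*. The authors' deposited table lists it with an FDR of 6.75e-09. *Flt3* fell from 54.1 ± 13.6 (SD, n = 5) to 30.8 ± 13.0 (SD, n = 7). *Cd48* was under the minimum mean. The joint mean of the 2 other genes was lower in old mice (exact permutation test, p = 0.00126; within letters, exact permutation test, p = 0.00333). Because the genes were compared after values of *Cd34* had been seen, these p-values describe the difference and do not test whether old mice had fewer progenitors in the sorted fraction or lower expression per cell. *Mki67* was lower in old mice with a log2 fold change of -0.78 (standard error 0.29, limma adjusted p = 0.946). With the label letter as a covariate the log2 fold change of *Mki67* was -0.68 (limma adjusted p = 0.514). Within letter A it was -0.52 and not called, and within letter B it was -0.83 and called (limma adjusted p = 0.0115). The authors' deposited table lists *Mki67* as lower in old mice with an FDR of 0.00913.

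For *Neo1*, the exact permutation p between the ages was 0.0442 after rescaling by median ratios, where the log2 fold change was 0.96 and the limma adjusted p went from 0.256 to 0.999. The direction was thus kept under this scaling, while the support in the fit across all genes was weaker. The smaller of the within-letter differences of means was 62.1 normalized read counts, so that the letter does not account for the higher value in old mice. *Neo1* followed the recovered reads after centring on the age means (permutation test of Pearson's r, p = 0.000320), and since the letters differ in depth the pooled r is not given. Spearman's rho was 0.943 within letter A and 0.257 within letter B. Depth, or something that goes with it, may therefore add to the spread of *Neo1* between mice. Old mice had a lower median of reads than young mice, and *Neo1* was higher in them.

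The paper states for another experiment that ligands and further receptors were not expressed in HSCs (Figure S2h). In these libraries 7 such genes (*Ntn1*, *Rgma*, *Dcc*, *Unc5a*, *Unc5b*, *Unc5c* and *Unc5d*) had mean values from 13.4 to 44.6 normalized read counts over the 12 mice, and all 7 had a higher mean in letter A than in letter B. Per kilobase of exon they ranged from 1.54 to 10.7, and 2 of the 7 lay above 3.72, the level under which 95% of 1195 olfactory and vomeronasal receptor genes lay. *Ntn1* was 25.6 in letter A and 14.2 in letter B, and its limma log2 fold change with age was -0.01 (standard error 0.37). *Ntn4*, another netrin gene, had a mean of 23.2 and lay at 6.19 per kilobase. No limma adjusted p of these 8 genes was under 0.05. The paper discusses *Egr1*, *Cdk6*, *Gata1*, *Itga2b*, *Zfp36*, *Fos* and *Mki67* in *Neo1*-mutant HSCs, and uses *Gprc5c* as a marker of dormant HSCs. In the comparison of all mice without the letter, none of these genes had a limma adjusted p under 0.05 with age either. Within letter B alone *Mki67* did, with a limma adjusted p of 0.0115.

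Of the genes in Supplementary Data 2 on chromosomes 12 to 17, 223 were analysed here and 53 were not. Their median log2 CPM in that table were 5.80 and 5.85 (permutation test, p = 0.720). This covers listed genes only. Of the protein-coding genes on these chromosomes, 9.86% of those analysed here and 2.02% of the 2626 others were among the genes of that table used here (Fisher's exact test, p = 8.87e-34), and the comparison of medians alone does not tell whether a limit on low values had a part. However, 54 of the 2262 protein-coding genes analysed on these chromosomes (2.39%) were at 0 in all mice, against 342 of 16262 (2.10%) on chromosomes 1 to 11, 18, 19 and X (Fisher's exact test, p = 0.393), which goes against such a limit. No biological explanation was tested.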
